# Genome-Wide Analysis of Salicylate and Dibenzofuran Metabolism in *Sphingomonas Wittichii* RW1

**DOI:** 10.3389/fmicb.2012.00300

**Published:** 2012-08-23

**Authors:** Edith Coronado, Clémence Roggo, David R. Johnson, Jan Roelof van der Meer

**Keywords:** polycyclic aromatic hydrocarbons, bioremediation, transposon screening, microarray analysis

## Abstract

*Sphingomonas wittichii* RW1 is a bacterium isolated for its ability to degrade the xenobiotic compounds dibenzodioxin and dibenzofuran (DBF). A number of genes involved in DBF degradation have been previously characterized, such as the *dxn* cluster, *dbfB*, and the electron transfer components *fdx1*, *fdx3*, and *redA2*. Here we use a combination of whole genome transcriptome analysis and transposon library screening to characterize RW1 catabolic and other genes implicated in the reaction to or degradation of DBF. To detect differentially expressed genes upon exposure to DBF, we applied three different growth exposure experiments, using either short DBF exposures to actively growing cells or growing them with DBF as sole carbon and energy source. Genome-wide gene expression was examined using a custom-made microarray. In addition, proportional abundance determination of transposon insertions in RW1 libraries grown on salicylate or DBF by ultra-high throughput sequencing was used to infer genes whose interruption caused a fitness loss for growth on DBF. Expression patterns showed that batch and chemostat growth conditions, and short or long exposure of cells to DBF produced very different responses. Numerous other uncharacterized catabolic gene clusters putatively involved in aromatic compound metabolism increased expression in response to DBF. In addition, only very few transposon insertions completely abolished growth on DBF. Some of those (e.g., in *dxnA1*) were expected, whereas others (in a gene cluster for phenylacetate degradation) were not. Both transcriptomic data and transposon screening suggest operation of multiple redundant and parallel aromatic pathways, depending on DBF exposure. In addition, increased expression of other non-catabolic genes suggests that during initial exposure, *S. wittichii* RW1 perceives DBF as a stressor, whereas after longer exposure, the compound is recognized as a carbon source and metabolized using several pathways in parallel.

## Introduction

Dibenzofuran (DBF) and dibenzo-*p*-dioxin (DBD) are poorly water soluble polycyclic aromatic hydrocarbons (PAH) that are formed as byproducts of coal tar industrial processes, during incineration, and in paper pulp bleaching. DBF, DBD, and related compounds with chlorine substitutions are widely present at low concentrations in the environment and the food chain (Bowes et al., 1973; Buser et al., 1985; Beck et al., 1994; Johansen et al., 1996), and detrimental effects of exposure have been reported (Zitko et al., 1973; Yoshihara et al., 1981; McNulty, 1985; Pluim et al., 1993; Soong and Ling, 1997). A number of bacteria can use DBF and DBD as sole carbon and energy sources, including *Staphylococcus auriculans* (Monna et al., 1993), *Nocardioides aromaticivorans* (Kubota et al., 2005), *Rhodococcus* sp. HA01 (Aly et al., 2008), *Pseudomonas putida* B6-2 (Li et al., 2009), *Sphingomonas yanoikuyae* B1 (Cerniglia et al., 1979), *Sphingomonas* sp. HH69 (Fortnagel et al., 1990), *Sphingomonas* sp. XLDN2-5 (Gai et al., 2007), *Sphingomonas* sp. RW16 (Wittich et al., 1999), or *S. wittichii* RW1 (Wittich et al., 1992; Wilkes et al., 1996). Consequently, there has been an interest to apply such isolates for bioaugmentation of DBF/DBD-contaminated sites. Megharaj et al. (1997) and Halden et al. (1999) observed DBF and DBD degradation by *S. wittichii* RW1 applied to inoculated soil microcosms, while Aso et al. (2006) reported increased DBF degradation rates by inoculating a modified strain of *S. wittichii* RW1 in contaminated soil.

Despite such anecdoctal reports, bioaugmentation with strains such as RW1 have not consistently resulted in accelerated pollutant degradation rates. Possible reasons that have been put forward to explain the limited success of bioaugmentation include the lack of essential nutrients in the soil, the creation of toxic dead-end products (Halden et al., 1999), the low availability of the hydrocarbons (Aso et al., 2006), and the poor ability of the bacteria to adapt to the soil environment (Megharaj et al., 1997). However, the cellular responses of bacteria such as RW1 to different conditions have not been extensively studied, and perhaps DBF/DBD metabolism is regulated in a complex manner depending on the types of exposure.

To address this knowledge gap, we systematically explored gene transcription of *S. wittichii* RW1 at a genome-wide level in batch and chemostat cultures, with and without exposure to DBF or salicylate (SAL) under different cellular growth and environmental conditions. *S. wittichii* RW1 (Wittich et al., 1992) is a gram-negative α-*Proteobacterium*, with a genome consisting of one chromosome and two mega plasmids, named pSWIT01 and pSWIT02 (Miller et al., 2010). The larger mega plasmid pSWIT01 has been reported to be similar to pNL1 from *Novosphingobium aromaticivorans*, whereas the smaller pSWIT02 contains a number of genes previously implicated in DBF/DBD degradation (Bunz and Cook, 1993; Bünz et al., 1993; Armengaud and Timmis, 1998; Armengaud et al., 1998, 1999, 2000; Basta et al., 2004; Miller et al., 2010). Several enzymes participating in DBF degradation have been purified and characterized, notably the initial multicomponent DBF dioxygenase, which is composed of the terminal oxidase DxnA1, a reductase (RedA2), and a ferredoxin (Fdx1; Bunz and Cook, 1993). In addition, a 2,2′,3-trihydroxybiphenyl dioxygenase activity (DbfB) and its corresponding gene (Swit_4902) were characterized (Happe et al., 1993), and two hydrolases, DxnB and DxnB2 (Swit_4895 and Swit_3055), were described (Bünz et al., 1993; Seah et al., 2007). Several of the genes for the above-mentioned enzymes were cloned and characterized, such as *fdx1* (Swit_5088, Armengaud and Timmis, 1997), *redA2* (Swit_4920, Armengaud and Timmis, 1998), and *dxnA1A2B* (Swit_4897 and Swit_4896, Armengaud et al., 1998). The expression of *dxnA1* in RW1 was reported to be higher in DBF-grown than in LB-grown cells (Armengaud et al., 1998), while Bunz and Cook (1993) observed that DxnA1 was constitutively synthesized in RW1 cells growing on acetate, benzoate, or SAL as sole carbon and energy source. Finally, a number of other genes, notably the gene *fdx3* (Swit_4893) and a cluster of genes named *dxnCDEFGHI* (Swit_4887–4894) were cloned and overexpressed in *Escherichia coli*. Their enzyme activities were determined, suggesting that they are involved in DBF degradation by RW1 (Armengaud et al., 1999).

The main objective of the study presented here was to study RW1 gene transcription at the genome-wide level during exposure to DBF. Our hypothesis was that we would clearly see the expression of the above-mentioned genes in DBF degradation, but perhaps would also detect other genes for catabolic functions specifically induced or repressed during exposure to DBF. Secondly, we were interested to study how the expression of RW1 genes would change under different growth conditions and exposures to DBF, which might give us clues about how expression in the DBF degradation pathway changes under environmental conditions. Because DBF is poorly water soluble (∼5 mg/l) we followed pathway induction by exposing RW1 cells in batch culture to carbon substrate exchange or by transiting stably chemostat-growing cultures from medium without to medium with saturating DBF levels. Finally, we cultured cells in batch culture with DBF, SAL, or phenylalanine (PHE) as sole carbon and energy source. A custom-made RW1 microarray (Johnson et al., 2011) was used to analyze differences in genome-wide gene expression under different conditions. In addition, we used genome-wide transposon screening (Langridge et al., 2009) to further identify genes necessary for growth on DBF as sole carbon and energy source.

## Materials and Methods

### Bacterial cultivation

A stock of *S. wittichii* RW1 was kept at −80°C and a small aliquot was plated on minimal medium agar (1.5% w/v) with 5 mM SAL, or by placing DBF crystals in the lid of a Petri dish. Liquid cultures were always prepared from an isolated colony of RW1 from a plate. Minimal media (MM) were based on DSM457 media (Johnson et al., 2011) amended with 5 mM SAL, 5 mM PHE, or with DBF crystals in a dosage of 5 μmol/ml as carbon source. All cultures were incubated at 30°C with rotary shaking at 180 rpm. Batch cultures of strain RW1 were prepared in 50 ml Erlenmeyer flasks containing 15 ml of MM. The cultures were started at an initial culture turbidity of 0.005 (at 600 nm, OD_600_) for all carbon sources evaluated. Carbon-limited continuous culturing of *S. wittichii* RW1 was carried out in triplicate 500-ml working volume reactors (Infors-HT), containing 400 ml MM and 5 mM PHE as carbon and energy source. Reactors were inoculated with 100 ml of a preculture of *S. wittichii* RW1, which was prepared by inoculating a single colony into a 1 l Erlenmeyer flask with 300 ml of MM plus 5 mM PHE and streptomycin (Sm), and grown until stationary phase (OD_600_ ∼ 1). Streptomycin was added (at 50 μg/ml) to the growth media to avoid culture contamination, since strain RW1 is naturally resistant to Sm. The triplicate fermentors were then first operated in batch mode at 30°C and with a stirring speed of 200 rpm. The pH and partial oxygen pressure (pO_2_) were monitored online and were maintained at 7 and ∼90%, respectively. When the culture turbidity reached a steady value of OD_600_ = 1 (the maximum OD obtained with 5 mM PHE), the inflow of fresh MM with 5 mM PHE was started. The flow rate was set to 23.8 ml/h, giving a dilution rate of 0.05 h^−1^, which corresponds to a doubling time of 14.6 h. The culture turbidity was measured at regular time intervals and culture samples were plated on LB agar without Sm to verify culture purity. Silicon based antifoam suspension (Antifoam-B emulsion, Sigma–Aldrich) was added at a rate of 0.025 ml/h to avoid excessive culture foaming. The continuous culture was considered in equilibrium after five reactor volume changes and when the measured parameters (culture turbidity and pO_2_) were stable.

### Genome-wide transposon screening

A transposon insertion library was constructed by conjugating plasmid pRL27 from *E. coli* BW20767 to *S. wittichii* RW1 as described by Larsen et al. (2002). RW1 transconjugants were selected on MM + SAL plates in the presence of 50 μg/ml kanamycin. RW1 kanamycin-resistant colonies were pooled and stored in aliquots at −80°C in the presence of 15% (v/v) glycerol. Individual aliquots of the library were then grown for five passages in batch culture on MM with 5 mM SAL or with DBF crystals (∼50 generations). After five subsequent transfers the total genomic DNA was extracted from the cultures and from the initial library. Aliquots of 5 μg DNA were fragmented and used for Illumina library preparation, during which specific DNA fragments containing the transposon DNA were amplified, as described in Langridge et al. (2009). Samples were then sequenced on an Illumina HiSeq2000 machine at the Lausanne Genomic Technologies Facility (University of Lausanne). Transposon containing sequences were filtered, trimmed, and mapped on the *S. wittichii* genome using the *Xpression* pipeline, which was developed by the Harwood lab at the University of Washington^1^. Genes without any transposon insertions were scored and compared between the two conditions and the starting library.

### Short exposure of *S. wittichii* RW1 to DBF in batch cultures

*Sphingomonas wittichii* RW1 was grown in MM + PHE to stationary phase and this culture was used to inoculate eight identical replicate 100 ml Erlenmeyer flasks with 20 ml of MM + PHE. These cultures were then grown to exponential phase (OD_600_ ∼ 0.2), upon which the cells were transferred to eight replicate 50 ml glass centrifuge tubes and centrifuged at 6000 rpm for 2 min. The supernatant was discarded and 20 ml of preheated (30°C) MM + PHE was added to four replicate tubes, whereas 20 ml of preheated (30°C) MM + DBF (presaturated) was added to the other four replicate tubes. Cells were resuspended immediately and the tubes were incubated in a rotary shaker at 150 rpm for 30 min at 30°C. After this period, the cells were collected by filtering the cultures over a 0.2 μm Millipore filter, which were then transferred into 2 ml tubes and immediately frozen in liquid N_2_. The cells on filters were stored at −80°C until further processing for RNA isolation.

### Long exposure of *S. wittichii* RW1 to DBF in batch cultures

Secondly, we tested continuous exposure of *S. wittichii* RW1 in batch culture to DBF compared to PHE. A single stationary phase preculture grown in MM + PHE was used as inoculum for two sets of four replicate cultures in 100 ml Erlenmeyer flasks with 20 ml of either MM plus 5 mM PHE or MM plus saturating DBF (dosage of 5 μmol/ml). Cultures were grown until an OD_600_ of 0.2, after which the cells were collected on 0.2 μm filters (Millipore), immediately transferred into 2 ml tubes and frozen in liquid N_2_. The filters were kept at −80°C until further processing for RNA isolation.

### Transient exposure of *S. wittichii* RW1 to DBF in continuous culture

In order to achieve an immediate pulse addition of DBF to *S. wittichii* RW1 cells which otherwise experienced carbon-limited conditions, we used cells growing continuously on MM + PHE. Triplicate fermentors with stably growing RW1 cultures on MM + PHE were induced with DBF by injecting a volume of 1 ml DBF dissolved in 2,2′,4,4′,6,8,8′-heptamethylnonane (HMN, at 2.5 mg/ml) into each fermentor (500 ml culture volume) and subsequently changing immediately the inflow medium to MM plus 5 mM PHE plus saturated amounts of DBF (crystals visible in the stirred medium). Addition of HMN to exponentially growing cultures on PHE did not cause any growth rate retardation (not shown). Culture samples (4 × 2 ml) were taken, transferred to 2 ml centrifuge tubes with screw cap and centrifuged at 13,000 rpm for 1 min at room temperature. The supernatant was quickly removed by decanting and the cell pellets were frozen with liquid N_2_. Control samples (*T*_0_) were taken immediately before the transition. Further samples were taken 30 min, 1, 2, and 6 h after the transition to medium with DBF. The cell pellets were stored at −80°C until further processing for RNA isolation.

### RNA processing, microarray hybridization, and analysis

RNA was extracted and purified from the frozen cells on the filters or cell pellets by hot-phenol extraction as described elsewhere (Johnson et al., 2008). cDNA was labeled from the total RNA pool using reverse transcription in the presence of cyanine-3-dCTP. A total of 60 ng of cDNA were used to hybridize to an Agilent 8 × 15 K custom *S. wittichii* RW1 microarray (Johnson et al., 2011). The microarray contains a total of 12,873 50-mer probes that cover >99% of the predicted protein coding genes (5323 out of 5345) within the genome of strain RW1. One 8 × 15K slide contains eight replicate microarrays. The cDNA samples from quadruplate biological replicates and two experimental conditions (e.g., long exposure to DBF versus long exposure to PHE), were positioned randomly on the eight replicate microarrays of a slide to eliminate slide-to-slide variations. Slides were hybridized and scanned following the One-color Microarray-Based Gene Expression Analysis Manual (Agilent Technologies, Santa Clara, CA, USA) protocols. Signals were extracted using Agilent Feature Extraction software 10.5.1.1 (Agilent). Microarray data were quantile normalized and globally scaled using GENE SPRING GX software (version11). *p*-Values were then first calculated on gene set comparisons between treatment and control conditions using the Welch’s *t*-test with unequal variances. *p*-Values were then corrected in the Benjamini and Hochberg procedure for multiple hypothesis testing and converted into false discovery rates (FDRs). For a gene to be classified as differentially expressed between two conditions the FDR had to be less than 0.05 and the fold-difference in average hybridization signal intensities from biological replicates had to be greater than two (Johnson et al., 2008, 2011). All microarray data sets have been deposited as a single file in the NCBI Gene Expression Omnibus under accession number GSE37328 according to MIAME standards^2^. Genome-wide gene expression data of S. *wittichii* RW1 in batch culture growing exponentially on SAL were extracted from accession number GSE26705, and used to compare to those of PHE (SAL/PHE, see Table 1) and DBF batch grown cells (SAL/DBF, Table 1), using the outlined GENESPRING procedure above.

**Table 1:** **RW1 gene cluster representatives for putative aromatic compound metabolism with significantly changed expression levels or proportional abundances in transposon libraries**.

Cluster^1^	Swit Locus	Name or gene name	Strand	Tn library^2^			Expression, fold change^3^							
				TN01	SAL	DBF	SAL/PHE	SAL/DBF	DBF/PHE	DBF shock	Chemostat shift			
											30 m	1 h	2 h	6 h
310–312	311	Carboxymuconolactone decarboxylase	**<**	**−(+)**	**−(±)**	**−**			1.21	1.93	2.81	2.51	2.03	1.25
748-749	749	Enoyl-CoA hydratase *PaaG*	**<**	**−(−)**	**−(−)**	**+**	**0.04**		0.72	**0.12**	0.31	0.35	0.35	0.31
750–758	750	3-Hydroxyacyl-CoA dehydrogenase	**>**	**+(−)**	**−(−)**	**−**	**0.07**		0.53	**0.11**	0.48	0.47	0.38	0.48
	753	*paaA*	**>**	**+(+)**	**−(±)**	**+**	**0.04**		0.50	**0.04**	0.24	**0.15**	**0.14**	**0.16**
	754	*paaB*	**>**	**+(+)**	**−(±)**	**±**	**0.02**		**0.24**	**0.05**	**0.14**	**0.07**	**0.05**	**0.05**
	755	*paaI*	**>**	**−(−)**	**−(−)**	**−**	**0.02**		**0.19**	**0.05**	**0.17**	**0.10**	**0.05**	**0.06**
	756	*paaJ*	**>**	**+(+)**	**−(±)**	**−**			1.06	1.66	1.72	1.51	1.45	1.01
975–978	975	Muconate cycloisomerase	**>**	**±(+)**	**+(+)**	**±**	**8.36**		1.72	1.06	0.74	0.58	0.46	1.95
	978	3-Oxoadipate enol-lactonase	**>**	**+(+)**	**+(+)**	**±**	**2.26**	**2.20**	1.02	1.56	1.33	1.05	0.60	1.04
1639–1644	1639	4-Oxalocrotonate decarboxylase	**>**	**+(−)**	**−(−)**	**−**			1.68	1.17	0.99	1.13	1.47	1.83
	1643	FMN-dependent alpha-hydroxy acid dehydrogenase	**>**	**±(+)**	**±(±)**	**−**			1.27	0.92	1.13	1.08	1.10	1.05
1754–1760	1757	Rieske-type protein; beta subunit	**>**	**−(+)**	**±(±)**	**−**			0.95	0.74	0.96	0.86	0.81	0.80
	1759	Ferredoxin	**>**	**+(±)**	**−(−)**	**−**			1.04	**2.03**	1.09	1.01	1.62	1.99
1825–1830	1827	Alpha/beta hydrolase fold protein	**<**	**±(+)**	**+(+)**	**+**			1.05	**4.63**	1.36	1.71	1.54	1.61
	1828	Acyl-CoA dehydrogenase type 2	**<**	**+(+)**	**±(±)**	**+**			1.04	**14.83**	**4.63**	**4.56**	**2.87**	1.71
	1829	Rieske-type protein	**<**	**+(+)**	**−(±)**	**±**			1.13	**6.11**	**2.04**	1.95	**2.27**	**2.08**
1847–1852	1848	Putative extradiol dioxygenase	**>**	**−(+)**	**±(±)**	**±**	**3.39**		**3.23**	**28.64**	**2.75**	**3.05**	**3.14**	**2.79**
1860–1861	1861	Dioxygenase motif	**>**	**−(±)**	**±(±)**	**−**			1.54	**6.29**	**2.50**	**3.54**	0.77	1.69
2634–2636	2634	Benzoate 1,2-dioxygenase; alpha	**>**	**+**	**+**	**+**	**28.8**		**5.06**	**2.36**	1.42	1.87	**2.07**	**3.05**
3055–3066	3055	Alpha/beta hydrolase fold protein (*dxnB2*)	**>**	**+(±)**	**−(−)**	**+**			**2.60**	1.65	0.68	0.64	0.85	0.90
	3056	Rieske-type protein; alpha subunit (putative salicylate 5 hydroxylase)	**>**	**+(+)**	**+(+)**	**+**	**2.44**		**2.31**	**2.19**	0.78	0.59	0.73	0.82
	3057	Rieske; beta subunit	**>**	**+(−)**	**−(±)**	**+**			**2.35**	1.07	0.64	0.51	0.57	0.57
	3058	Maleylacetoacetate isomerase″	**>**	**+(+)**	**+(+)**	**+**	**2.42**		**2.48**	0.74	0.55	0.41	0.38	0.45
3083–3084	3084	5-Oxopent-3-ene-1,2,5-tricarboxylate decarboxylase	**<**	**+(+)**	**+(+)**	**+**	**3.88**	**2.74**	1.35	1.46	1.06	1.26	1.39	1.19
3085–3086	3086	Gentisate 1,2-dioxygenase like protein	**>**	**+(+)**	**+(+)**	**+**	**3.92**		1.49	**2.03**	1.32	1.51	1.53	1.07
3087–3096	3087	2,4-Dihydroxyhept-2-ene-1,7-dioic acid aldolase	**<**	**±(+)**	**±(+)**	**±**	**16.9**	**17.71**	0.98	1.01	0.93	**2.06**	1.03	1.53
	3094	Putative extradiol dioxygenase	**>**	**+(+)**	**+(+)**	**+**	**5.33**	**2.79**	1.85	1.72	1.28	0.96	0.93	1.10
3416–3418	3418	Putative extradiol dioxygenase		**+(−)**	**−(±)**	**+**			1.13	**2.95**	1.96	**2.62**	**2.95**	1.82
3863–3865	3865	4-Hydroxyphenylpyruvate dioxygenase	**<**	**+(+)**	**+(+)**	**+**	**7.99**		1.73	1.40	1.60	**2.17**	**2.48**	**3.23**
4273	4273	Vanillate monooxygenase	**>**	**+(+)**	**+(+)**	**+**			1.13	1.20	1.25	1.87	**2.20**	**2.51**
4278	4278	Rieske-type protein; alpha subunit	**<**	**+(+)**	**+(+)**	**+**			1.54	**2.33**	1.89	1.84	**2.04**	1.84
4887–4897	4890	Hydroxyquinol 1,2-dioxygenase (*dxnF*)	**<**	**+(+)**	**+(+)**	**+**			**2.87**	1.17	1.26	0.92	0.88	0.85
	4895	Alpha/beta hydrolase fold	**<**	**+(−)**	**+(±)**	**±**			1.29	0.90	1.16	0.93	1.34	1.40
	4896	Aromatic-ring-hydroxylating dioxygenase (*dxnA2*)	**<**	**+(±)**	**+(±)**	**−**			1.85	0.69	1.46	1.61	1.24	**2.10**
	4897	Ring hydroxylating dioxygenase (*dxnA1*)	**<**	**+(−)**	**+(±)**	**±**		**0.48**	**2.93**	1.52	1.32	1.72	1.39	**2.53**
4902	4902	*dbfB* extradiol dioxygenase	**>**	**+(+)**	**+(+)**	**+**		**0.37**	**4.41**	**2.35**	0.79	0.46	0.46	0.67
4922–4925	4923	4-Hydroxy-2-ketovalerate aldolase	**<**	**+(+)**	**+(+)**	**+**		**0.13**	**11.47**	0.84	0.93	0.57	0.61	0.55
5101–5102	5101	Monooxygenase, FAD binding	**<**	**+(+)**	**+(+)**	**+**	**56.05**		**17.27**	0.80	0.94	0.68	0.52	1.10
	5102	Gentisate 1,2-dioxygenase	**<**	**+(+)**	**+(+)**	**+**	**41.98**		**11.31**	0.82	1.19	1.16	1.19	1.16

*For expanded version, see Table S2 in Supplementary Material*.

*^1^Numbering according to Swit-annotation. Genbank Accession Nrs: NC_009511, NC_009507, and NC_009508*.

*^2^+(+), present in two replicate libraries; **−**(**−**), absent in two replicate libraries; **±**, present at less then one-tenth of the abundance in the starting library*.

*^3^Bold-type setting: statistically significant change (*p* < 0.05) compared to control condition*.

## Results

### Genes implicated in DBF degradation

In order to discover specific genes of RW1 that could be implicated in the response to exposure to DBF, we used a combination of genome-wide expression and transposon insertion screening approaches. An estimated 22,000 independent transposon mutants of RW1 were tested as a library for growth in batch on SAL or DBF medium. After five medium passages, corresponding to 50 generations, the distribution and abundance of transposon insertions in the genome was analyzed by Illumina sequencing and compared to that in the starting library. One hundred and thirty nine genes were specifically absent in the library grown on DBF, but were present by at least 30 transposon reads in the starting library (Table S1 in Supplementary Material). Less stringently, 589 genes were covered by transposon insertions at one-tenth or less in the DBF compared to initial library (Table S1 in Supplementary Material). Among a global annotation of putative catabolic genes in aromatic compound metabolism there were 17 genes missing in the DBF library, 5 of which were not simultaneously absent in the SAL library (Table 1; Table S2 in Supplementary Material), suggesting their unique implication in DBF degradation. One of those was previously recognized (Swit_4896 or *dxnA2*), whereas others have not so far been identified as such (i.e., Swit_1643 for FMN-dependent alpha-hydroxy acid dehydrogenase, Swit_1684 for FAD binding monooxygenase, Swit_1757 for a putative Rieske-motif containing protein, and Swit_1861 for a putative dioxygenase). Transposon insertions in the previously identified genes Swit_4895 (*dnxB*) and Swit_4897 (*dxnA1*) were 10-fold or more underrepresented in the DBF-grown library but not completely absent (Table S2 in Supplementary Material). None of the other genes previously implicated in DBF degradation were absent from the DBF transposon library, suggesting they code for redundant functions. In contrast, transposon insertions were absent in several genes in a cluster for phenylacetate degradation (*paa*, Swit_750–758) in both DBF and SAL-libraries, although these genes are actually expressed to a lower level under such growth conditions (see below). Apart from this cluster, no transposon insertions were detected in a number of other putative catabolic genes after both DBF and SAL growth, e.g., Swit_311 carboxymuconolactone decarboxylase, Swit_893 ferredoxin, Swit_1639–1642 part of enzymes for a *meta*-cleavage pathway, Swit_1759 ferredoxin, Swit_2113 acetaldehyde dehydrogenase, Swit_2251 ferredoxin, or Swit_2292 putative extradiol cleavage enzyme (Table S2 in Supplementary Material). Two of those (Swit_1640, Swit_1641) are 100 and 96% identical, respectively, to Swit_2112 and Swit_2113, and may therefore have been missed because the transposon insertion sites can not be uniquely mapped to one region on the chromosome.

Interestingly, some fifty transposon insertions were at least 10-fold or more abundant in the DBF library compared to time 0, where they were present with at least 30 reads (Table S3 in Supplementary Material), suggesting a small fitness increase of such mutants under those growth conditions. Although this list is still quite long and cannot be interpreted succinctly, it is interesting to find a number of putative catabolic genes, regulatory factors, and stress response factors (Table S3 in Supplementary Material).

### Specific gene expression in presence of DBF

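Gene expression of strain RW1 was measured on one-colour Agilent arrays, on which the cDNA of 1 sample is labelled with cyanine-3 and the brightness of each spot stands for the abundance of a transcript. The arrays analysed here are 28 from 9 conditions in 3 experiments, which are a short exposure to DBF in batch, a long exposure in batch and a transient exposure in chemostat. There were 3 arrays in each condition, except for 4 arrays of the chemostat control taken before DBF was added (T0). The paper's methods state 4 replicates, but triplicate fermentors for the chemostat, so that the 4 T0 arrays are not known to come from 4 separate cultures. An array holds 13416 spots, among them 12873 probes of RW1 genes and 7 probes of genes of other organisms. The RW1 probes measure 5335 genes, 3262 of them with 3 probes, 1014 with 2 and 1059 with 1. For 21 of these genes the probes are shared between loci of like sequence, so that their signal cannot be assigned to one locus. The authors deposited the background-subtracted intensity of every spot, not normalized between arrays, and a table of log2 values per gene after their own normalization. From the deposited intensities, signals below 1 were set to 1, spots marked as outliers by the extraction software were left out, and the log2 intensities of all arrays were quantile normalized together. The normalized signal of a gene was the mean over its probes. DBF and control arrays of each experiment were compared gene by gene with limma, with Benjamini-Hochberg adjustment over all genes tested. As in the paper's methods, a gene was taken as differentially expressed when its adjusted p was under 0.05 and the difference was over 2-fold. On simulated data made from the values of these arrays, 93.5% to 99.0% of 200 changed genes were recovered, with at most 9 false calls in a comparison. All changes put into these data lay clearly above the 2-fold limit, so that recovery of changes near it was not measured. Their noise was independent between genes, with the same SD in DBF and control arrays. The share of RW1 probes with a signal well above background was 69.3% to 97.6% per array, and no spot was saturated. Of the 7 probes of genes of other organisms, 5 or 6 were also well above background on each array of the short exposure. On single arrays of the long exposure it was 3 to 5, and of the chemostat 0 to 4. A signal well above background thus does not by itself show that a transcript was present, which limits folds over dim controls. Where no array of the dimmer group had a signal well above background, and dim signals lay under the lowest that was, the fold is a lower bound and is written as "at least". Such a bound sets the mean of the brighter group against the mean of the dimmer group, with each dim signal raised to the lowest signal that was well above background. With 3 or 4 arrays per condition, the number of arrays limits the precision of every value.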

In order to further discover genes for DBF metabolism, we used microarray analyses to examine RW1 genome-wide gene expression in the presence or absence of DBF and under a variety of cellular growth conditions. Comparison of all probe signals across all growth conditions showed two broad clusters of expression patterns, roughly representing the differences (almost opposite behavior) of growing in chemostat and in batch culture (Figure 1A). In comparison to PHE-grown cells, 525 RW1 genes were differentially expressed during short exposure to DBF in batch (Figure 1B, File 1 in Supplementary Material), 920 genes in at least one time point of the transient exposure in chemostat (File 1 in Supplementary Material), and 474 genes in the long exposure in batch cultures (File 1 in Supplementary Material). 

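The means of the 9 conditions over 5317 genes, centred per gene, were clustered with average linkage and 1 minus Pearson's r as distance, since the paper's text names neither. The last merge joined the 5 chemostat conditions with the 4 batch conditions at r = -0.56. Within the chemostat, the samples at 1 h and 2 h after the start of exposure were the most alike (r = 0.87), followed by 6 h (0.79) and 30 min (0.73), and the T0 control joined them at r = 0.21. Among the batch conditions, growth on PHE and growth on DBF merged at r = 0.82 and were joined by the PHE cells of the short exposure at 0.63. The cells exposed to DBF for 30 min in batch joined this group last, at r = -0.02. These correlations are across genes, which are not independent replicates. The choice of genes moved the grouping most, as with the differentially expressed genes alone only the T0 control stood with 3 batch conditions (PHE cells of the short exposure and both conditions of the long exposure). With Euclidean distance or Ward's linkage, 1 batch condition, the short exposure to DBF, fell on the chemostat side.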

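In the comparison of DBF with PHE by limma, 1186 of 5331 genes were differentially expressed after the short exposure, 448 of 5332 in the long exposure and 1372 of 5335 at 1 or more time points in the chemostat. Without the limit on the fold, the adjusted p alone was passed by 1742 genes in the short and 1927 in the long exposure. Genes for which every DBF array lay on one side of every control array numbered 2642 (49.6%) in the short and 2686 (50.4%) in the long exposure, where 10% are given by chance for 3 against 3 arrays. As a ratio, the numbers for the short exposure and the chemostat moved most with a normexp background subtraction before normalization, to 566 and 569 genes. This setting also adds an offset of 50 to every signal, which by itself makes the log2 fold changes of dim genes smaller. For the long exposure the largest move was that to 1927 genes with no fold limit, and the methods' t-test in place of limma gave 117 genes. Of the 97 loci that the text and tables of the paper name, 52 were differentially expressed in the short exposure (38 increased and 14 decreased) and 27 in the long exposure (24 increased and 3 decreased). An adjusted p under 0.05 was reached by 58 of these loci in the short and 52 in the long exposure, and by 64 and 55 when adjusted over the list alone, which is not independent evidence because the paper chose these loci on the same samples.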

A higher number of genes were shared between the short and transient DBF exposures (205 genes) than among the other conditions. 

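Genes differentially expressed in both the short exposure and the chemostat numbered 679, against 305 for independent sets of the same sizes. Between the short and the long exposure 326 genes were shared (99.6 for independent sets), and between the long exposure and the chemostat 239 (115 for independent sets). Leaving out the genes common to all experiments, 470 genes were shared by the short exposure and the chemostat alone, 117 by the short and long exposures alone and 30 by the long exposure and the chemostat alone. The number of genes found in a single experiment was 390 for the short exposure, 92 for the long exposure and 663 for the chemostat. With the methods' t-test the overlaps of the long exposure moved to 41 genes with the short exposure and 29 with the chemostat, and the overlap of the short exposure and the chemostat moved to 300 with normexp background.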

A total of 109 genes were commonly differentially expressed to all the conditions of DBF exposure, among which 18% with increased, and 78% with decreased expression in DBF compared to control (Table S4 in Supplementary Material). 

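Differential expression in the short exposure, in the long exposure and at 1 or more chemostat time points was found for 209 genes, where independent sets of these sizes would share 25.6. Of these genes, 48 (23.0%) had increased and 142 (67.9%) decreased expression in each experiment, and 19 differed in direction between experiments. The methods' t-test moved this number most, to 15 genes.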

Globally speaking, the COG distribution of differentially expressed genes between the three growth conditions with DBF was similar, with notable exceptions of COG-C (*Energy production and conversion*), COG-K (*Transcription*), and COG-N to COG-Q being more abundant in DBF-grown cells (Figure 2).

**Figure 1:**
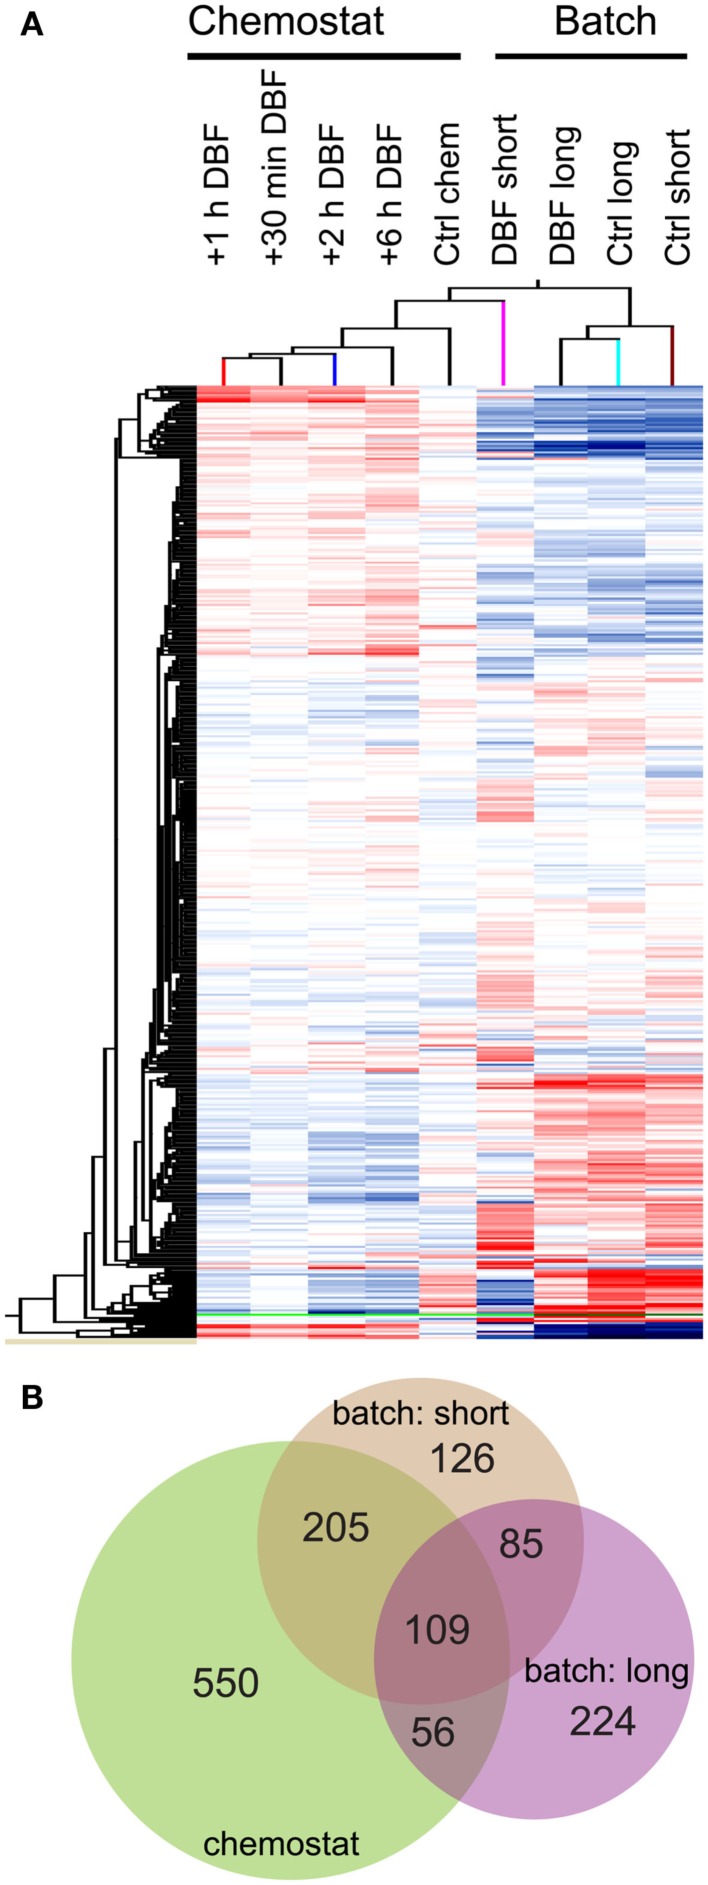
**(A)** Hierarchical clustering of RW1 gene expression over all conditions generated by GENESPRING GX. Short refers to the short DBF exposure in batch cultures, Long to cells grown in batch cultures on DBF, and Chemostat refers to the transient exposure to DBF in continuously grown cultures. Color code: red, increased expression; blue, decreased expression. **(B)** Venn diagram (Hulsen et al., 2008) grouping the genes differentially expressed in the DBF exposure experiments compared to PHE-control conditions. Numbers represent genes exclusive for one condition, while the numbers in the intersections represent those occurring between two or more conditions.

**Figure 2:**
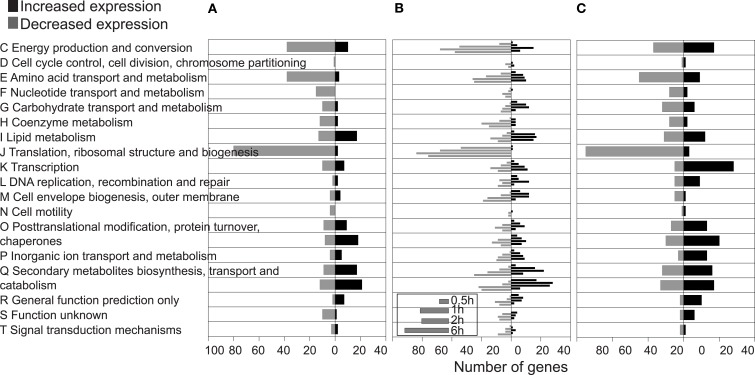
**Proportional abundances of differentially expressed genes in conditions of DBF exposure compared to PHE, categorized per COG**. **(A)** Short exposure to DBF in PHE-grown batch cultures, **(B)**, transient exposure to DBF in chemostats, and **(C)** growth on DBF in batch culture. Note that **(B)** shows data sets from the four time points after addition of DBF to the chemostat (see inset).

### Long exposure to DBF in batch cultures

Maximum specific growth rates of RW1 in batch culture were different on PHE, SAL, or DBF, with 0.24 ± 0.09, 0.16 ± 0.01, and 0.20 ± 0.03 h^−1^, respectively (Figure 3). In comparison, 474 genes were differently expressed between growth on PHE and DBF (8.6% of the whole genome), with 52% having increased and 48% decreased expression (File 1 in Supplementary Material). 

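In the long exposure, 3 cultures grown on 5 mM PHE and 3 grown on DBF (a dose of 5 µmol/ml) were each measured on 1 array. The arrays of both groups were spread over 2 slides, and their signals were extracted with Feature Extraction 10.5.1.1. Between 94.8% and 95.7% of the probes were well above background on the PHE arrays (median 94.9%) and between 93.6% and 96.3% on the DBF arrays (median 94.6%). The median intensity of the spots ranged from 194 to 297 on PHE (median of the arrays 259.9) and from 219 to 251 on DBF (median 250.3). Replicates correlated across genes with r of 0.992 on PHE and 0.975 to 0.991 on DBF. Of the differentially expressed genes, 222 (49.6%) had increased and 226 (50.4%) decreased expression on DBF, which together are 8.40% of the genes tested. By the methods' t-test, 77 of the genes that passed had increased and 40 decreased expression. Without replicate 3 of the DBF-grown cells 563 genes were differentially expressed, the highest number with any array left out, and the lowest was 399, without replicate 2 of the same group.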

Exponentially growing cells on SAL showed 231 differentially expressed genes compared to PHE (168 increased and 83 decreased), and 167 between SAL and DBF (87 up and 80 down). 

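In cells grown on DBF in batch, the median log2 fold change of the 15 paa loci from Swit_0748 to Swit_0762 was -1.75 against PHE, which is 3.38-fold lower (adjusted p = 0.00606 by fry, a set test on the limma fit). Expression of 9 of these loci decreased over 2-fold with an adjusted p under 0.05, and none increased. The largest decrease was that of Swit_0758, from 10.33 ± 0.17 (SD, n = 3) on PHE to 6.91 ± 0.42 (SD, n = 3) on DBF in log2 signal (-3.42 in log2 fold change, SE 0.21, adjusted p = 8.72e-05). Swit_0757 was 10.3-fold lower (log2 fold change -3.36, SE 0.22, adjusted p = 9.92e-05), and the 3 DBF arrays lay below all PHE arrays for both genes. Swit_0762 was 5.51-fold lower (adjusted p = 0.00603, below all PHE arrays in 3 of 3). Other loci of the cluster varied more between replicates on DBF, as Swit_0754 with 8.35 ± 1.47 (SD, n = 3) on DBF and 10.39 ± 0.15 (SD, n = 3) on PHE. Its decrease of 4.11-fold (adjusted p = 0.0335, below all PHE arrays in 3 of 3) was no longer past the limit without any 1 of the PHE replicates or without replicate 2 on DBF. The log2 fold change of Swit_0754, long exposure, was then between -2.08 and -1.88. Swit_0753 (log2 fold change -1.02, SE 0.68, adjusted p = 0.278) and Swit_0750 (log2 fold change -0.88, SE 0.58, adjusted p = 0.274) did not pass the limit, and replicate 1 on DBF decided this, since without it their log2 fold changes were -1.80 and -1.51 and passed. The log2 fold change of Swit_0749 was -0.54 (adjusted p = 0.540) and that of Swit_0756 0.03, whose sign changed with scaling to the 75th percentile.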

Among genes putatively involved in aromatic compound metabolism, most strikingly, the *paa* gene cluster (Swit_748–762) was much lower expressed both during SAL and DBF growth compared to PHE (Table 1; Table S2 in Supplementary Material). Conversely, a set of four closely located gene clusters showed increased expression in SAL (Swit_3083–3094), but not in PHE or DBF. The Swit_3083–3094 clusters may thus constitute the pathway genes specifically expressed during growth on SAL, although none of them appeared to be essential in the transposon scanning (Table S2 in Supplementary Material). By contrast, the plasmid-located *dxn* catabolic genes (between Swit_4897 and Swit_4930) had a decreased expression in SAL compared to DBF, but were overall higher expressed in DBF- than PHE-grown cells. This confirms that they are specifically expressed during growth on DBF. Of these, only Swit_4896 (*dxnA2*) and to a lesser extent Swit_4895 (*dxnB*) and Swit_4897 (*dxnA1*) were essential for growth on DBF (Table S2 in Supplementary Material). 

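The 11 loci from Swit_4887 to Swit_4897 on the plasmid had a median log2 fold change of 1.24 between cells grown on DBF and on PHE (2.36-fold, adjusted p = 0.00354 by fry), and 8 of them increased over 2-fold with an adjusted p under 0.05. For dxnA1 (Swit_4897) the log2 signal was 15.62 ± 0.01 (SD, n = 3) on DBF and 14.12 ± 0.28 (SD, n = 3) on PHE, a log2 fold change of 1.51 (SE 0.14, adjusted p = 3.88e-04). The values of dxnA1 on the 3 DBF arrays were 15.6157, 15.6374 and 15.6157. Quantile normalization gives spots of equal rank the same value on every array. The SD on DBF, which enters the SE and the adjusted p, therefore need not show the spread between cultures. Expression of dxnA2 (Swit_4896) was 1.96-fold higher (log2 fold change 0.97, SE 0.10, adjusted p = 5.52e-04), just under the fold limit, and over it with scaling to the 75th percentile (1.30) or by the median of its probes (1.15). Of the genes farther along the plasmid, dbfB (Swit_4902) increased 6.35-fold (log2 fold change 2.67, SE 0.15, adjusted p = 8.36e-05) and Swit_4903 8.98-fold (adjusted p = 4.75e-04). All 3 DBF arrays were above all PHE arrays for each of these 4 genes. The 4 loci from Swit_4922 to Swit_4925 had a median increase of 9.79-fold, with log2 fold changes between 3.02 and 3.52 (adjusted p = 0.00103 by fry). At Swit_4930 the increase was 2.01-fold (log2 fold change 1.00, SE 0.12, adjusted p = 8.90e-04, above all PHE arrays in 3 of 3), and it fell under 2-fold without PHE replicate 1 or 2 or DBF replicate 2 (log2 fold change 0.97, 0.98 and 0.92), by its brightest probe (0.40) and with normexp background (0.34). The increases of Swit_4897 and Swit_4925 did not pass by the methods' t-test.

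**Figure D1:**
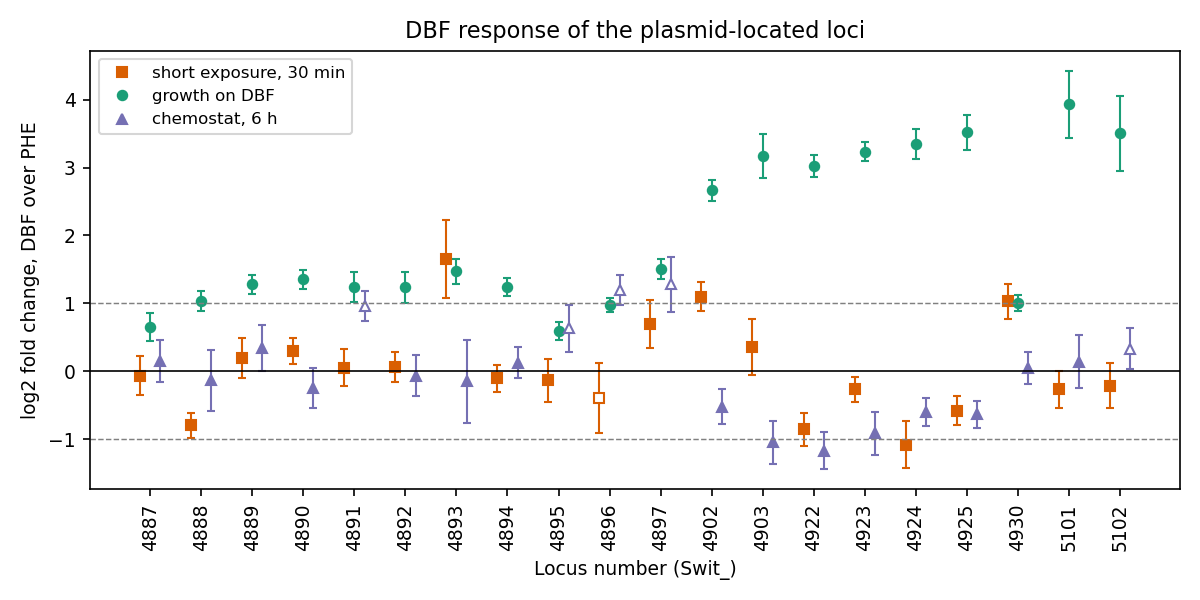
Log2 fold change against PHE of the plasmid loci on DBF in the long exposure, the short exposure and the chemostat at 6 h, with bars of 1 standard error, hollow markers where a group was not well above background on any array and dashed lines at the 2-fold limit. In the long exposure the loci from Swit_4922 to Swit_4925 lie between 3.02 and 3.52, above those from Swit_4887 to Swit_4897 with a median of 1.24.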

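The monooxygenase gene Swit_5101 had a log2 signal of 10.30 ± 1.18 (SD, n = 3) in cells grown on DBF and 6.37 ± 0.03 (SD, n = 3) in cells grown on PHE, or 15.3-fold higher (log2 fold change 3.93, SE 0.49, adjusted p = 0.00105). For the gentisate 1,2-dioxygenase gene Swit_5102 the signals were 8.95 ± 1.33 (SD, n = 3) and 5.45 ± 0.09 (SD, n = 3), an increase of 11.3-fold (log2 fold change 3.50, SE 0.56, adjusted p = 0.00251). For both genes all 3 DBF arrays were above all PHE arrays, although the SD on DBF was over 1 log2 unit, and neither increase passed by the methods' t-test.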

Finally, the two plasmid-located genes Swit_5101 and Swit_5102 (coding for a monooxygenase and gentisate 1,2-dioxygenase) had a strongly increased expression during growth on SAL and DBF, compared to growth on PHE. However, again these two genes are not essential for growth on SAL or DBF (Table 1; Table S2 in Supplementary Material).

**Figure 3:**
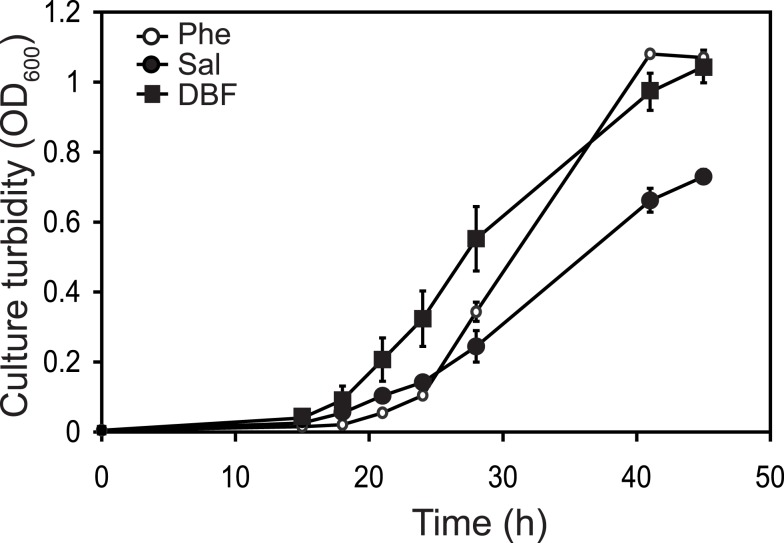
**Growth of *S. wittichii* RW1 on minimal media (MM) with PHE (open circles), SAL (closed circles), or DBF (closed squares) as sole carbon and energy source**.

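In the long exposure the log2 signal of Swit_0028 was 6.99 ± 0.43 (SD, n = 3) on DBF and 5.48 ± 0.11 (SD, n = 3) on PHE, 2.85-fold higher (log2 fold change 1.51, SE 0.20, adjusted p = 0.00133, above all PHE arrays in 3 of 3). With normexp background its log2 fold change was 0.77, under the fold limit, and it did not pass by the methods' t-test.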

Other notable differentially expressed genes included those for putative transport functions, such as aquaporin Z (Swit_0028) and a number of TonB-dependent like receptors. For example, the TonB-dependent like receptor DxnC (Swit_4894) was up to six times higher expressed in DBF-grown cells as compared to PHE-grown cells. 

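The log2 signal of Swit_4894 was 13.67 ± 0.23 (SD, n = 3) on DBF and 12.44 ± 0.06 (SD, n = 3) on PHE, which is 2.36-fold higher (log2 fold change 1.24, SE 0.13, adjusted p = 5.95e-04, above all PHE arrays in 3 of 3). Its log2 fold change was lowest by the brightest probe (1.02) and highest without DBF replicate 1 (1.36), and the increase did not pass by the methods' t-test.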

A putative efflux system encoded by Swit_3219–3222 was expressed up to 50 times higher in SAL- than DBF- or PHE-grown cells (File 1 in Supplementary Material).

### Short exposure to DBF in batch cultures

When RW1 cells were exponentially grown on PHE, after which they were exposed for 30 min to medium with DBF, 525 genes were differentially expressed compared to the control (9% of the whole genome). 

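For the short exposure, 3 arrays of cells resuspended for 30 min in medium with 5 mM PHE and 3 of cells resuspended in medium with DBF were compared. All were on 1 slide, and their signals came from a later version of Feature Extraction than the 10.5.1.1 that the paper's methods name. Probes well above background made up 95.2% to 97.6% on the PHE arrays (median 96.8%) and 88.6% to 94.7% on the DBF arrays (median 93.1%). The median intensity was 209 to 362 for PHE (median of the arrays 221) and 96.2 to 136 for DBF (median 132). Replicate 2 of the PHE cells had a raised background, with a median of 229 for the probes of other organisms against 26.8 to 38.4 on the other arrays of the experiment. Replicates correlated across genes with r of 0.947 to 0.986 for PHE and 0.946 to 0.985 for DBF. The number of genes differentially expressed in the comparison (22.2% of those tested) stayed between 1105 and 1194 with each array left out in turn, and was 1194 without PHE replicate 2.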

Sixty three percent of those had decreased and 37% displayed increased expression. 

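By limma, 653 of the differentially expressed genes (55.1%) had decreased and 533 (44.9%) increased expression after the short exposure. The median log2 fold change of all genes was 0.10, and it was -0.08 after scaling each array to its 75th percentile instead of quantile normalization. That scaling moved the share with increased expression most, to 34.4%. By the methods' t-test 404 of 664 genes had decreased expression.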

A large proportion of differentially expressed genes (171 of 525) consisted of genes grouped in COG-E (*Amino acid metabolism*), COG-C (*Energy production and conversion*), and COG-J (*Translation, ribosomal structure, and biogenesis*, Figure 2A). The expression of most of those (91%) decreased in DBF- compared to PHE-exposed cells, including genes for ribosomal proteins, tricarboxylic acid cycle (TCA), oxidative phosphorylation, tRNA-synthetases, and elongation factors. This suggests temporary growth arrest and a major reconfiguration of the catabolic pathways.

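Only the genes of ribosomal proteins L17 (Swit_1325) and S12 (Swit_1358) are named by the paper for these functions, and the grouping into COG classes was not analysed here. The log2 signal of Swit_1358 was 6.38 ± 0.73 (SD, n = 3) after exposure to DBF and 11.45 ± 0.21 (SD, n = 3) after exposure to PHE, or 33.5-fold lower (log2 fold change -5.06, SE 0.35, adjusted p = 2.49e-05). Swit_1325 was 10.0-fold lower (log2 fold change -3.32, SE 0.25, adjusted p = 3.59e-05), and for both genes all 3 DBF arrays were below all PHE arrays. From the decreased expression of genes for translation and energy metabolism, the paper proposes a temporary growth arrest and a reconfiguration of the catabolic pathways.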

The expession of 17 genes participating in lipid metabolism, including genes from the fatty acid metabolism pathway, were 2- to 16-fold higher in DBF- than PHE-exposed cells. Also, between 13- and 31-fold higher expression was detected of two genes coding for OmpA-domain containing proteins (Swit_1172 and Swit_2322) and of two genes for putative efflux pumps (Swit_3724 and Swit_3725). 

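The OmpA-domain gene Swit_1172 had a log2 signal of 11.79 ± 0.37 (SD, n = 3) after exposure to DBF for 30 min and 7.82 ± 0.15 (SD, n = 3) after exposure to PHE, an increase of 15.7-fold (log2 fold change 3.97, SE 0.24, adjusted p = 1.32e-05). Expression of Swit_2322 increased 21.2-fold (log2 fold change 4.41, SE 0.24, adjusted p = 1.13e-05). The putative efflux pump genes Swit_3724 and Swit_3725 increased 36.5-fold (adjusted p = 7.03e-06) and 27.1-fold (adjusted p = 1.13e-05), with log2 fold changes of 5.19 and 4.76 (SE 0.21 and 0.25). For each of these 4 genes the 3 DBF arrays were above all PHE arrays.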

Four genes involved in cell motility (Swit_1264, Swit_1268, Swit_1270, and Swit_1458) were two to fivefold lower expressed in the presence of DBF (Table 2).

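Expression of the motility genes was 3.14-fold lower for Swit_1264 (adjusted p = 3.06e-04), 5.51-fold lower for Swit_1268 (adjusted p = 4.61e-05), 9.67-fold lower for Swit_1270 (adjusted p = 2.49e-05) and 4.77-fold lower for Swit_1458 (adjusted p = 1.15e-04). The standard errors of the log2 fold changes were 0.19, 0.20, 0.23 and 0.22, and the 3 DBF arrays lay below all PHE arrays for each gene. With normexp background the log2 fold change of Swit_1264 was -0.79, which did not pass the fold limit. None of these genes was differentially expressed in the long exposure, and the short and long effects differed by -2.09 to -3.70 on the log2 scale (Swit_1264 and Swit_1270, adjusted p = 1.75e-04 and 1.2e-05 for the interaction in limma).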

**Table 2:** **RW1 gene cluster representatives with significantly changed expression levels or proportional abundances in transposon libraries**.

Swit Locus	Name	Tn library^1^			Expression, fold change^2^							
		TN01	SAL	DBF	SAL/PHE	SAL/DBF	DBF/PHE	DBF shock	Chemostat shift			
									30 m	1 h	2 h	6 h
**STRESS RESPONSE**												
0016	Redoxin domain containing protein	**+**	**+**	**+**			0.99	1.75	**2.51**	**5.13**	**3.76**	**2.69**
0847	Glutathione S-transferase domain containing protein	**±**	**+**	**+**			**2.50**	1.82	1.89	**2.57**	**2.23**	1.34
2245	Glutathione S-transferase domain containing protein	**+**	**+**	**+**			**3.10**	1.56	**3.16**	**4.72**	**4.11**	**2.28**
3730	Catalase	**+**	**+**	**+**			**206.50**	1.87	1.16	**2.73**	**10.6**	**4.89**
3741	1-Cys peroxiredoxin	**−**	**−**	**−**			**28.84**	1.60	**2.33**	**5.46**	**8.06**	1.67
3743	1-Cys peroxiredoxin	**+**	**+**	**+**			**102.54**	1.83	1.44	**2.89**	**12.7**	**3.12**
3979	ATP-dependent DNA ligase	**+**	**+**	**+**			**2.46**	1.35	**2.39**	**3.61**	**2.45**	1.53
3982	DNA ligase D	**+**	**+**	**+**			**3.25**	1.05	**3.56**	**7.31**	**5.43**	**2.68**
4092	DNA repair protein RadA	**±**	**−**	**±**			1.22	0.89	1.39	1.72	**2.20**	**2.31**
4209	Glutathione-dependent formaldehyde-activating, GFA	**+**	**−**	**+**			**3.56**	1.82	**3.05**	**5.54**	**4.32**	**2.41**
5282	DNA ligase D	**+**	**+**	**+**			**2.20**	1.12	**2.89**	**4.17**	**3.48**	1.93
5311	Catalase	**+**	**±**	**±**			**2.91**	1.27	**4.56**	**6.41**	**4.53**	**2.23**
**DNA METABOLIC PROCESS**												
0001	Chromosomal replication initiator protein DnaA	**−**	**−**	**−**			**0.25**	0.68	**0.40**	**0.30**	**0.23**	**0.31**
2767 = 3050 = 4905 = 5124	IS4 family transposase	**ND**	**ND**	**ND**			**4.24**	**4.44**	1.21	0.90	1.04	1.26
4903	Transposase IS3/IS911 family protein	**ND**	**ND**	**ND**		**0.17**	1.26	**10.50**	0.83	0.51	0.36	0.52
4930	Transposase Tn3 family protein	**+**	**+**	**+**		**0.46**	1.96	1.89	0.95	0.93	1.16	0.96
5075	Transposase Tn3 family protein	**+**	**+**	**+**			**2.50**	**2.00**	1.47	1.33	1.19	1.23
5078	Transposase IS66	**ND**	**ND**	**ND**	**2.14**		**2.48**	**2.33**	0.97	1.05	1.34	1.46
5109	IS4 family transposase	**+**	**+**	**+**			**2.64**	1.99	1.16	1.24	1.16	1.30
**TRANSCRIPTION AND TRANSLATION**												
0431	RNA polymerase sigma factor RpoD	**−**	**−**	**−**			**0.29**	0.54	0.62	0.65	0.63	0.85
1325	Ribosomal protein L17	**+**	**−**	**+**			**0.09**	0.53	**0.35**	**0.25**	**0.19**	**0.13**
1358	Ribosomal protein S12	**−**	**−**	**−**			**0.02**	**0.27**	0.47	**0.34**	**0.23**	**0.20**
3924	ECF subfamily RNA polymerase sigma 24 factor	**+**	**+**	**+**			**10.36**	**2.26**	**4.27**	**4.28**	**2.58**	1.16
3972	ECF subfamily RNA polymerase sigma 24 factor	**−**	**−**	**−**			1.54	1.17	0.92	1.09	1.47	**2.57**
4736	ECF subfamily RNA polymerase sigma 24 factor	**±**	**−**	**+**			1.27	0.94	1.27	1.42	1.49	**2.25**

*^1^+, Present in the library; −, absent in the library; **±**, present at less than one-tenth compared to the starting library; ND, no reads assignable (duplicated genes)*.

*^2^Bold-type setting: statistically significant change (*p* < 0.05) compared to control condition*.

Expression of genes involved in aromatic compound metabolism was clearly different during immediate exposure to DBF as compared to exponential growth on DBF (Table 1; Table S2 in Supplementary Material). 

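The effects of DBF in the short and in the long exposure were compared gene by gene by an interaction term in limma over the batch arrays. In batch, such an effect is that of DBF given in place of PHE, and the absence of PHE is part of it. For 1110 of 5330 genes the effects differed at an adjusted p under 0.05, with a higher log2 fold change in the short exposure for 496 and a lower one for 614. Of 860 genes differentially expressed in the short exposure only, 573 also passed the interaction test, as did 50 of 122 genes found in the long exposure only. Scaling to the 75th percentile moved the number of genes most, to 729. Both experiments shared 320 differentially expressed genes with the same direction (126 increased and 194 decreased), and 6 genes changed in opposite directions. Of the 18 gene clusters named by the paper, 11 had an adjusted p under 0.05 by fry in the short exposure (8 higher and 3 lower) and 11 in the long exposure (9 higher and 2 lower). The paa cluster stands among the lower ones with 2 extents, Swit_0748 to Swit_0758 and Swit_0748 to Swit_0762, which share their loci.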

Several genes were not as highly expressed as during growth on DBF as sole carbon and energy source, such as Swit_2634–2636 (benzoate dioxygenase), the Swit_3055–3066 cluster, the plasmid-located Swit_4887–4897 cluster (with *dxnF*, *dxnC*, *dxnA1A2*) or Swit_4902 (*dbfB*). 

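For the benzoate dioxygenase genes from Swit_2634 to Swit_2636 the median log2 fold change was 0.40 in the short and 1.44 in the long exposure. Expression of Swit_2634 increased 2.44-fold in the short exposure (log2 fold change 1.28, SE 0.27, adjusted p = 0.00729, above all PHE arrays in 3 of 3), which did not hold with scaling to the 75th percentile, with normexp background, by the methods' t-test or without DBF replicate 3 (log2 fold change 1.00). During growth on DBF it increased 5.20-fold (log2 fold change 2.38, SE 0.43, adjusted p = 0.00433, above all PHE arrays in 3 of 3), but by 0.74 on the log2 scale for its brightest probe, and the effect of DBF on it did not differ between the exposures in the interaction test (adjusted p = 0.194). That on Swit_2635 did, with 0.40 in the short and 1.44 in the long exposure (difference -1.04, adjusted p = 0.0413). The loci from Swit_3055 to Swit_3066 had a median log2 fold change of 0.07 in the short exposure, with none of the 12 loci differentially expressed, and 0.46 in the long exposure, with 3 increased. Swit_3058 changed by -0.47 in the short and 1.13 in the long exposure (adjusted p = 0.0226 for the interaction), and Swit_3055 by 0.58 and 1.26 (adjusted p = 0.139). None of the 11 loci from Swit_4887 to Swit_4897 was differentially expressed in the short exposure (median log2 fold change 0.05, adjusted p = 0.985 by fry). The largest value was that of Swit_4893, with 1.65 (SE 0.58, adjusted p = 0.0614, above all PHE arrays in 3 of 3). In the long exposure Swit_4893 changed by 1.47, and the exposures did not differ (adjusted p = 0.876 for the interaction). All other loci of this group had a lower log2 fold change in the short than in the long exposure. The log2 fold change of dxnC (Swit_4894) was -0.11 in the short exposure, and it was lower by 1.34 than in the long exposure (adjusted p = 0.00131). For dxnA1 (Swit_4897) it was 0.70 (adjusted p = 0.170), and the exposures did not differ (adjusted p = 0.190). Without PHE replicate 2 the log2 fold change of Swit_4897 was 1.12 and passed the limit. Expression of dbfB (Swit_4902) was 2.14-fold higher in the short exposure (log2 fold change 1.10, SE 0.22, adjusted p = 0.00566, above all PHE arrays in 3 of 3), though 0.93 on the log2 scale without DBF replicate 2 and not past the limit by the methods' t-test or with normexp background (0.84). Its effect differed from the long exposure by -1.57 (adjusted p = 0.00124).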

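The log2 signal of Swit_4923 was 6.89 ± 0.08 (SD, n = 3) after the short exposure to DBF and 7.16 ± 0.17 (SD, n = 3) after exposure to PHE (log2 fold change -0.27, SE 0.18, adjusted p = 0.301). For Swit_5101 the signals were 5.11 ± 0.30 (SD, n = 3) and 5.38 ± 0.42 (SD, n = 3) (adjusted p = 0.488), and for Swit_5102 4.65 ± 0.46 (SD, n = 3) and 4.87 ± 0.51 (SD, n = 3) (adjusted p = 0.663). Cells of the long exposure had Swit_4923 9.42-fold higher on DBF (log2 fold change 3.24, SE 0.14, adjusted p = 6.18e-05, above all PHE arrays in 3 of 3), from 7.94 ± 0.09 (SD, n = 3) on PHE to 11.18 ± 0.25 (SD, n = 3) on DBF. The short and long effects differed by -3.51 for Swit_4923 (adjusted p = 1.37e-06), -4.20 for Swit_5101 (adjusted p = 5.45e-04) and -3.72 for Swit_5102 (adjusted p = 0.00327) in the interaction test.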

More strikingly, expression of Swit_4923, Swit_5101, and Swit_5102 was not detectable at all, whereas these genes were up to 17-fold higher expressed during growth on DBF. In contrast, expression of other genes appeared more clearly after immediate exposure to DBF, such as that of Swit_4278 (uncharacterized aromatic ring dioxygenase), Swit_3418 (putative extradiol dioxygenase), Swit_3086 (putative gentisate 1,2-dioxygenase), Swit_1827–1829, Swit_1848 (putative extradiol dioxygenase), and Swit_1861 (uncharacterized dioxygenase). Also expression of Swit_3793 (membrane transporter for aromatic hydrocarbons) was 21-fold higher in immediate response to DBF. Conversely, and in agreement with growth on DBF alone, expression of the *paa* pathway genes (Swit_748–758) was again much lower than in cells exposed to PHE.

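After the short exposure Swit_3418 was 2.67-fold higher (log2 fold change 1.42, SE 0.18, adjusted p = 5.58e-04), against a log2 fold change of 0.18 in the long exposure, and the effects differed (adjusted p = 0.00136 for the interaction in limma). Swit_4278 was 2.48-fold higher in the short exposure (log2 fold change 1.31, SE 0.24, adjusted p = 0.00426), but its log2 fold change was 0.91 with scaling to the 75th percentile and 0.42 with normexp background, and it did not pass by the methods' t-test. Its effect did not differ from the long exposure, where the log2 fold change was 0.66 (adjusted p = 0.111 for the interaction). Swit_3086 was 1.99-fold higher (log2 fold change 0.99, SE 0.22, adjusted p = 0.00976), just under the fold limit, which it passed by the median over its probes (1.53), and its interaction was not significant (adjusted p = 0.302). Without PHE replicate 3 or without DBF replicate 1 or 2 its log2 fold change was 1.04 to 1.14. Larger increases were measured for Swit_1827 (4.59-fold, log2 fold change 2.20, SE 0.29, adjusted p = 7.05e-04), Swit_1828 (17.4-fold, log2 fold change 4.12, SE 0.25, adjusted p = 1.46e-05) and Swit_1848 (27.4-fold, log2 fold change 4.78, SE 0.42, adjusted p = 7.24e-05). Control signals of Swit_1828 were well above background on 2 of 3 arrays. The short exceeded the long effect by 2.17 for Swit_1827 (adjusted p = 5.85e-04), 4.19 for Swit_1828 (adjusted p = 1.08e-05) and 3.39 for Swit_1848 (adjusted p = 4.07e-04). Swit_1829 increased 5.96-fold (adjusted p = 2.90e-04) as the mean of its probes, but its brightest probe changed by 0.50 only. Swit_1861 was 6.54-fold higher (log2 fold change 2.71, SE 0.76, adjusted p = 0.0266), with a control SD of 1.80 and a control signal well above background on 1 of 3 arrays. This increase no longer passed the limit without any 1 of 5 arrays, with log2 fold changes of 2.05 to 2.76, and its interaction was not significant (adjusted p = 0.126). For each of the genes named here the 3 DBF arrays were above all PHE arrays.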

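The log2 signal of Swit_3793 was 12.07 ± 0.26 (SD, n = 3) after the short exposure to DBF and 7.75 ± 0.92 (SD, n = 3) after exposure to PHE, 20.0-fold higher (log2 fold change 4.32, SE 0.42, adjusted p = 1.38e-04, above all PHE arrays in 3 of 3). By the methods' t-test this increase did not pass. In the long exposure the log2 fold change was 0.96 (adjusted p = 0.0734, above all PHE arrays in 2 of 3), and 1.27 and past the limit without DBF replicate 3. The effects differed by 3.36 (adjusted p = 0.00236 for the interaction).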

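The 11 paa loci from Swit_0748 to Swit_0758 had a median log2 fold change of -3.06 in the short exposure, 8.33-fold lower than with PHE (adjusted p = 3.7e-04 by fry). Expression of 9 of them decreased over 2-fold with an adjusted p under 0.05, and the values ranged from -4.52 for Swit_0753 to 0.59 for Swit_0756. For Swit_0753 the log2 signal was 7.45 ± 1.01 (SD, n = 3) with DBF and 11.98 ± 0.26 (SD, n = 3) with PHE, 23.0-fold lower (adjusted p = 1.66e-04), though not past the limit by the methods' t-test. Swit_0758 was 19.7-fold lower (SE 0.25, adjusted p = 1.32e-05), and Swit_0754 18.7-fold lower (SE 0.25, adjusted p = 1.32e-05), each with 3 of 3 DBF arrays below all PHE arrays. The same loci had a median of -1.54 in the long exposure (adjusted p = 0.0222 by fry), with 6 decreased. In log2 fold change, Swit_0753 was lower by 3.50 in the short than in the long exposure (adjusted p = 0.0195 for the interaction), whereas Swit_0754 and Swit_0748 did not differ between the exposures (adjusted p = 0.0573 and 0.219).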

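The catalase gene Swit_3730 had a log2 signal of 12.09 ± 0.09 (SD, n = 3) after the short exposure to DBF and 4.78 ± 0.31 (SD, n = 3) after exposure to PHE, an increase of 158-fold (log2 fold change 7.31, SE 0.21, adjusted p = 3.22e-06). For the 1-cys-peroxiredoxin gene Swit_3743 the signals were 10.87 ± 0.38 (SD, n = 3) and 4.48 ± 0.57 (SD, n = 3), 83.6-fold higher (log2 fold change 6.39, SE 0.33, adjusted p = 1.12e-05). Expression of Swit_3741, annotated the same way, was 22.1-fold higher (log2 fold change 4.47, SE 0.39, adjusted p = 7.3e-05), with 11.71 ± 0.87 (SD, n = 3) against 7.24 ± 0.10 (SD, n = 3), but did not pass by the methods' t-test. For these genes all 3 DBF arrays were above all PHE arrays in both the short and the long exposure. During growth on DBF the increases were 1.90-fold for Swit_3730 (log2 fold change 0.93, SE 0.32, adjusted p = 0.0558), 1.86-fold for Swit_3743 (log2 fold change 0.90, SE 0.31, adjusted p = 0.0555) and 1.59-fold for Swit_3741 (log2 fold change 0.67, SE 0.30, adjusted p = 0.120). One array decided this for Swit_3730 and Swit_3743, since without DBF replicate 3 of the long exposure their log2 fold changes were 1.25 and 1.23 and passed the limit, as they did with scaling to the 75th percentile (1.20 and 1.15). The short exceeded the long effect by 6.38 for Swit_3730 (adjusted p = 1.87e-06), 5.49 for Swit_3743 (adjusted p = 1.59e-05) and 3.80 for Swit_3741 (adjusted p = 4.49e-04) in the interaction test.

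**Figure D2:**
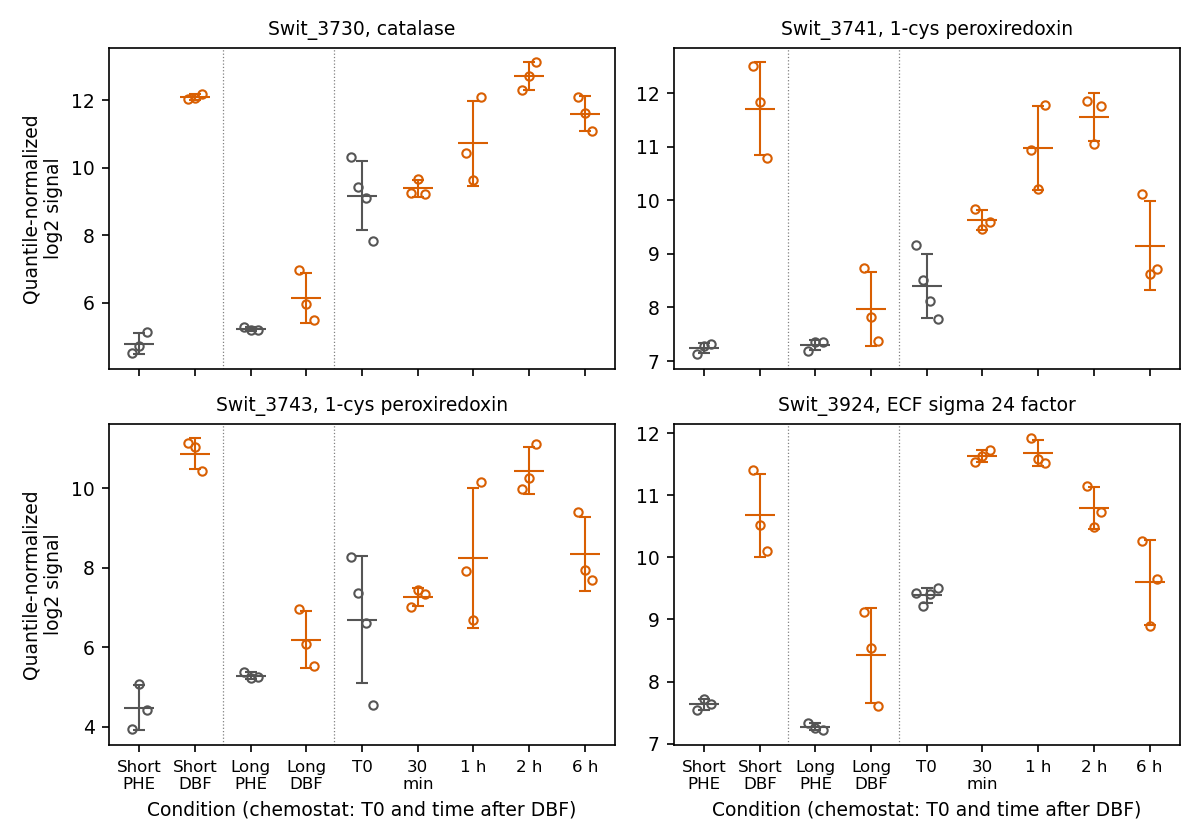
Normalized log2 signal of Swit_3730, Swit_3741, Swit_3743 and the ECF sigma 24 gene Swit_3924 in each condition, with circles for single arrays (grey for PHE and T0, orange for DBF) and bars for the mean ± SD. After the short exposure to DBF, Swit_3730 lies at 12.09 against 4.78 with PHE.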

Interestingly, several genes putatively involved in stress response displayed from 18-to 109-fold increased expression immediately after contact to DBF but not during growth on DBF, such as a catalase (Swit_3730) and two 1-cys-peroxiredoxin genes (Swit_3741 and Swit_3743). Also, and this more consistently throughout all growth conditions with DBF, an alternative ECF sigma 24 factor showed up to 10-fold higher expression (Swit_3924, Table 2).

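Swit_3924 was 8.23-fold higher after the short exposure (log2 fold change 3.04, SE 0.32, adjusted p = 2.07e-04, above all PHE arrays in 3 of 3), with a log2 signal of 10.68 ± 0.67 (SD, n = 3) for DBF and 7.63 ± 0.09 (SD, n = 3) for PHE. Growth on DBF raised it 2.22-fold (log2 fold change 1.15, SE 0.33, adjusted p = 0.0274, above all PHE arrays in 3 of 3). That increase was not past the limit without any 1 of 5 arrays, such as DBF replicate 1 (log2 fold change 0.80), by its brightest probe (0.66) or with normexp background (0.79). The short effect was larger by 1.89 (adjusted p = 0.0207 for the interaction). In the chemostat, Swit_3924 increased 4.75-fold at 30 min (adjusted p = 2e-05), 4.88-fold at 1 h (adjusted p = 5.39e-06) and 2.64-fold at 2 h (adjusted p = 3.87e-04), with 3 of 3 DBF arrays above all T0 arrays each time. At 6 h its log2 fold change was 0.21 (adjusted p = 0.523). By the methods' t-test the increases in the short exposure, in the long exposure and at 2 h did not pass.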

### Transient exposure to DBF in continuous cultures

To avoid the sudden starvation of cells upon transient exposure to DBF as in the batch shock exposure experiment, we grew RW1 in continuous culture with 5 mM PHE and under carbon-limited conditions. A sudden transition to DBF exposure was achieved by spiking the reactor medium instantaneously with saturating DBF amounts (5 mg/l) and simultaneously changing the medium inflow to one containing MM plus 5 mM PHE and saturating DBF. 

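For the chemostat experiment, 4 arrays of cells sampled before DBF was added (T0) were compared with 3 arrays each at 30 min, 1 h, 2 h and 6 h after the start of exposure. The sample labels give a DBF pulse of 2 mg/ml and a volume of 400 ml, where the paper's methods give 2.5 mg/ml and 500 ml. The arrays were on 2 slides, and signals came from the same version of Feature Extraction as in the short exposure. Fewer probes were well above background than in batch, with medians of 83.8% at T0, 78.1% at 30 min, 75.9% at 1 h, 72.2% at 2 h and 73.8% at 6 h, and 69.3% to 88.9% over single arrays. The median intensity fell from 66.0 at T0 (43.8 to 89.1) to 49.5, 40.2, 34.1 and 32.2 at the later time points. Replicates correlated with r of 0.973 to 0.984 at T0, 0.963 to 0.976 from 30 min to 2 h and 0.946 to 0.959 at 6 h. All time points share the T0 arrays, so that an error in these arrays enters each comparison.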

Under these conditions, a total of 920 genes was found to be differentially expressed in at least one time point evaluated (17% of the whole genome) with 154 genes appearing 30 min after exposure to DBF (53% with increased and 47% with decreased expression), 415 at 1 h (51% increased and 49% decreased), 663 at 2 h (38% up and 62% down), and then decreasing to 465 at 6 h (28% up and 72% down). 

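By limma, 408 genes were differentially expressed against T0 at 30 min (50.7% increased), 733 at 1 h (44.6% increased), 932 at 2 h (43.0% increased) and 1024 at 6 h (41.0% increased). These are 7.65%, 13.7%, 17.5% and 19.2% of the 5335 genes tested. The methods' t-test gave 150, 415, 685 and 485 genes, fewer at 6 h than at 2 h, as limma did with normexp background. At 6 h, 27.2% of the genes passing by that test had increased expression. As a ratio and among the settings chosen beforehand, the number at 30 min moved most with that test, those at 1 h and 6 h with other settings (1619 at 1 h without the fold limit and 406 at 6 h with normexp background), and that at 2 h with normexp background (415). Every DBF array lay on one side of every T0 array for 1604 genes at 30 min (30.1%), 2074 at 1 h (38.9%), 2469 at 2 h (46.3%) and 2370 at 6 h (44.4%), where chance gives 5.71% for 3 against 4 arrays. A gene first passed the limits at 30 min in 408 cases, at 1 h in 345, at 2 h in 293 and at 6 h in 326. In 50 simulated sets without any effect of DBF, the shared T0 arrays alone gave at most 4 genes at any time point and a mean correlation of 0.431 between the log2 fold changes of time points, against 0.724 to 0.916 measured. Noise in these sets was independent between genes. An error of a whole T0 array was not simulated, so that its part in the numbers of genes stays open. The median log2 fold change of all genes at 6 h was 0.12, and 0.01 with scaling to the 75th percentile. With each array left out in turn the number of genes was 334 to 446 at 30 min, 656 to 838 at 1 h, 873 to 1006 at 2 h and 953 to 1144 at 6 h.

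**Figure D3:**
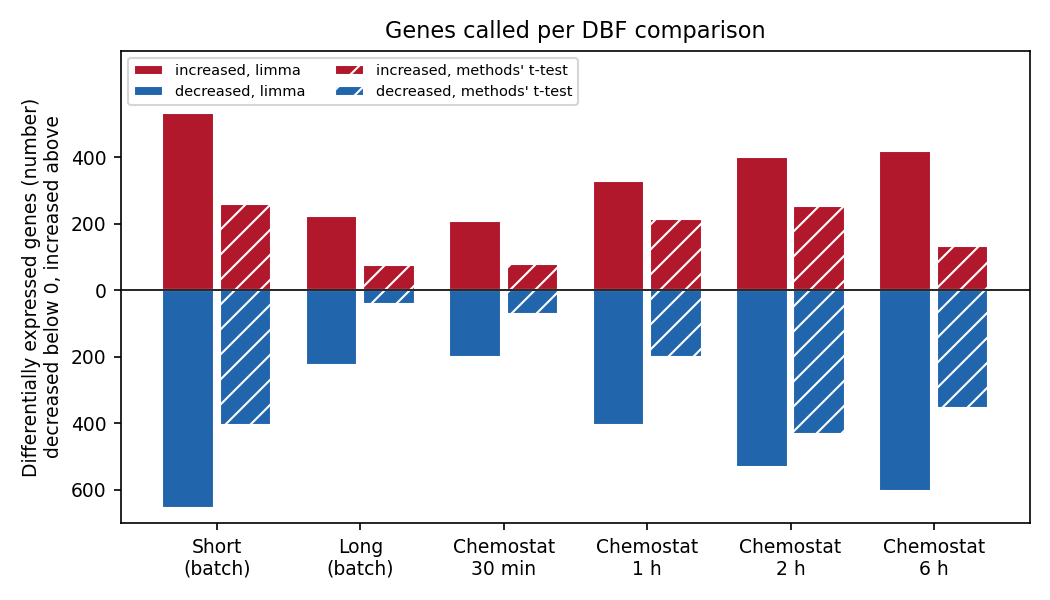
Number of genes with increased (above 0) and decreased (below 0) expression on DBF in each comparison, by limma (solid) and by the methods' t-test (hatched). At 6 h the numbers are 1024 by limma and 485 by the methods' t-test.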

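Differential expression in the same direction at 30 min, 1 h, 2 h and 6 h was found for 290 genes, 109 with increased (37.6%) and 181 with decreased expression (62.4%). The methods' t-test moved this number most, to 45 genes, 3 with increased and 42 with decreased expression. In the simulated sets with shared T0 arrays, noise independent between genes and no effect, the highest number was 0. Among the 290 genes are 10 with increased and 14 with decreased expression that the paper names or that lie in its clusters. The number was lowest without replicate 3 at 30 min (228) and highest without T0 replicate 1 (320).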

A set of 48 genes expressed similarly across all time points, 2 with increased and 46 with decreased expression (File 1 in Supplementary Material).

A large proportion of differentially expressed genes (204) grouped in COG-C (*Energy production and conversion*), COG-E (*Amino acid transport and metabolism*), and COG-J (*Translation, ribosomal structure, and biogenesis*). 81% of these displayed decreased and 19% increased expression (Figure 2B), suggesting again partial growth arrest but not as severe as in the batch shock exposure (File 1 in Supplementary Material). Interestingly, a clear transition and an adaptive effect could be seen from the abundance of differentially expressed genes in the different COG categories over time after the start of exposure to DBF (Figure 2B). Among the COG-I (*Lipid metabolism*), 37 out of 54 genes increased expression, as well as three genes coding for OmpA-domain containing proteins (Swit_0853, Swit_2278, and Swit_2322). 

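Expression of Swit_2322 was 5.44-fold higher at 30 min (log2 fold change 2.44, SE 0.25, adjusted p = 1.19e-05), 6.57-fold at 1 h (adjusted p = 1.02e-06) and 3.17-fold at 2 h (adjusted p = 8.56e-05), and at 6 h its log2 fold change was 0.84. Swit_2278 was 2.38-fold higher at 30 min (adjusted p = 0.00112), 3.20-fold at 1 h (log2 fold change 1.68, SE 0.23, adjusted p = 3.38e-05), 2.43-fold at 2 h (adjusted p = 3.22e-04) and 2.23-fold at 6 h (adjusted p = 7.88e-04). Both genes were above all T0 arrays in 3 of 3 DBF arrays at every time point, and at 30 min neither passed by the methods' t-test. Swit_0853 was over 2-fold higher at 1 h only (2.04-fold, log2 fold change 1.03, SE 0.22, adjusted p = 0.00193, above all T0 arrays in 3 of 3), and by its brightest probe (0.84) or without T0 replicate 3 or replicate 2 or 3 at 1 h (0.94 to 0.99) its log2 fold change was under the limit. Its log2 fold change at 30 min was 0.94, and 1.64 with scaling to the 75th percentile. The COG classes were not analysed here.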

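The median log2 fold change of the trehalose genes Swit_3608, Swit_3609 and Swit_3610 against T0 was 1.75 at 30 min, 2.29 at 1 h, 1.64 at 2 h and 0.48 at 6 h (adjusted p = 5.99e-05, 2.05e-06, 2.72e-05 and 0.102 by fry). At 1 h the increase was 4.90-fold for Swit_3608 (log2 fold change 2.29, SE 0.25, adjusted p = 4.36e-06), 5.56-fold for Swit_3609 (log2 fold change 2.47, SE 0.22, adjusted p = 8.76e-07) and 3.81-fold for Swit_3610 (log2 fold change 1.93, SE 0.25, adjusted p = 2.54e-05). Up to 2 h each of these genes was above all T0 arrays in 3 of 3 DBF arrays, and at 6 h none was differentially expressed. The brightest probe of Swit_3610 showed less, with log2 fold changes of 0.25 at 30 min, 0.64 at 1 h and 0.51 at 2 h, none past the limit. For Swit_3608 the brightest probe was under the limit at 30 min (0.97) and 2 h (0.78). In the short exposure the median log2 fold change was 1.85 (adjusted p = 5.35e-04 by fry), where the brightest probe of Swit_3608 changed in the other direction (-0.19 against 1.85).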

A cluster comprising three genes involved in trehalose synthesis (Swit_3608–3610) temporarily increased expression in response to DBF. 

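The catalase gene Swit_3730 was 11.6-fold higher at 2 h than at T0 (log2 fold change 3.54, SE 0.53, adjusted p = 8.47e-05) and 5.39-fold higher at 6 h (adjusted p = 0.00186). For the 1-cys-peroxiredoxin genes the increase at 2 h was 8.95-fold for Swit_3741 (log2 fold change 3.16, SE 0.41, adjusted p = 2.13e-05) and 13.4-fold for Swit_3743 (log2 fold change 3.75, SE 0.78, adjusted p = 0.00138), with a T0 SD of 1.59 for Swit_3743, which did not pass by the methods' t-test. At 2 h all 3 DBF arrays were above all T0 arrays for these genes. Swit_3730 changed by 0.21 at 30 min (adjusted p = 0.855) and 1.55 at 1 h (adjusted p = 0.0364, above all T0 arrays in 2 of 3), the latter not past the limits without any 1 of 5 arrays, and 0.87 without replicate 3 at 1 h. The ECF sigma 24 genes Swit_3972 and Swit_4736 passed the limits at 6 h only, with 2.82-fold (log2 fold change 1.49, SE 0.26, adjusted p = 3.15e-04) and 2.22-fold (log2 fold change 1.15, SE 0.15, adjusted p = 2.88e-05) increases, above all T0 arrays in 3 of 3. For Swit_4736 the increase was under 2-fold by the median of its probes (0.53) and with normexp background (0.75). The largest increase of Swit_3924 was at 1 h (log2 fold change 2.29, SE 0.25).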

Again, several stress response genes, such as for a redoxin, catalases, 1-cys peroxiredoxins, or DNA repair proteins transcribed up to 13 times higher in response to DBF induction in chemostat (Table 2), as well as genes for three putative ECF sigma 24 factors (Swit_3924, Swit_3972, and Swit_4736).

Compared to the transient batch DBF shock and growth on DBF, the shift exposure to DBF in chemostat caused again a somewhat different transcription pattern of genes involved in aromatic compound metabolism (Table 1; Table S2 in Supplementary Material). As examples, increased transcription of the cluster Swit_1827–1830 was detectable but this leveled out from early (30 min) to late transition (6 h). 

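Signals of Swit_1828 at T0 were not well above background, so that its increase was at least 1.64-fold at 30 min, 1.64-fold at 1 h and 1.10-fold at 2 h (log2 fold changes 2.16, 2.15 and 1.58, adjusted p = 0.00613, 0.00331 and 0.0190), above all T0 arrays in 3, 2 and 3 of 3. At 6 h its log2 fold change was 0.84 (adjusted p = 0.183), and with normexp background or by the methods' t-test it passed at no time point. Swit_1829 changed by 1.10, 0.97, 1.19 and 1.06 from 30 min to 6 h (SE 0.32, adjusted p = 0.0263, 0.0306, 0.00828 and 0.0147), but its brightest probe by 0.01 at 30 min and 0.44 at 2 h. Neither Swit_1827 (0.47 to 0.82) nor Swit_1830 (0.15 to 0.36) passed the limits at any time point. Over the loci from Swit_1825 to Swit_1830 the median log2 fold change was 0.69, 0.80, 0.84 and 0.57 (adjusted p = 0.0226, 0.0228, 0.0466 and 0.934 by fry).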

Cluster Swit_1848–1852 and Swit_1861 expressed more like batch growth on DBF but less than after batch shock exposure. 

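Swit_1848 was 2.81-fold higher at 30 min (log2 fold change 1.49, SE 0.33, adjusted p = 0.00470), 3.02-fold at 1 h (adjusted p = 0.00150), 3.06-fold at 2 h (adjusted p = 0.00108) and 2.81-fold at 6 h (adjusted p = 0.00186), above all T0 arrays in 3 of 3 each time. Its T0 signal was well above background on 2 of 4 arrays, with normexp background it passed at no time point, and by the methods' t-test not at 2 h or 6 h. The loci from Swit_1847 to Swit_1852 had medians of 1.11, 1.16, 1.01 and 0.90 in log2 fold change (adjusted p = 0.00389, 0.00137, 0.00102 and 0.00408 by fry). In batch the median was 3.34 after the short and 0.35 in the long exposure, and differences between the chemostat and the batch experiments were not tested. Growth on DBF raised Swit_1848 2.62-fold, with no PHE array well above background. Swit_1861 increased at least 1.41-fold at 30 min (log2 fold change 1.48, adjusted p = 0.0221) and at least 1.91-fold at 1 h (1.92, adjusted p = 0.00232), above all T0 arrays in 3 of 3, but not at 2 h (adjusted p = 0.996) or 6 h (adjusted p = 0.0687), when no array of either group was well above background.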

Expression of the benzoate dioxygenase (Swit_2634–2636) increased similarly as during batch growth on DBF or after DBF shock. In contrast, expression of the cluster Swit_3055–3066 and of the *dxn* gene cluster (Swit_ 4887–4897) was no longer increased in chemostat (except *dxnA1* after 6 h). In contrast, expression of Swit_3863–3865 was higher in chemostat but not in the two other DBF exposure conditions. 

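In the chemostat the log2 fold change of Swit_2634 was 0.52 at 30 min (adjusted p = 0.0786), 0.91 at 1 h (adjusted p = 0.00193), 1.05 at 2 h (adjusted p = 4.35e-04) and 1.60 at 6 h (adjusted p = 9.28e-06), with an SE of 0.19 and 3 of 3 DBF arrays above all T0 arrays each time. Thus it passed 2-fold at 2 h (2.08-fold) and 6 h (3.03-fold), at 2 h not with scaling to the 75th percentile (0.87) or without T0 replicate 4 (1.00). Swit_2635 changed by 0.24 to 0.68 and Swit_2636 by -0.54 to 0.21, and neither passed the limits. The group of loci from Swit_2634 to Swit_2636 had an adjusted p of 0.0442 at 2 h and 0.00639 at 6 h by fry, and 0.123 and 0.145 before.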

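The 12 loci from Swit_3055 to Swit_3066 had median log2 fold changes of -0.45, -0.74, -0.82 and -0.83 from 30 min to 6 h (adjusted p = 4.00e-04, 2.05e-06, 1.33e-06 and 2.28e-06 by fry). None increased over 2-fold, and 3, 5 and 5 of them decreased over 2-fold at 1 h, 2 h and 6 h. Swit_3058 was 2.57-fold lower at 2 h (SE 0.23, adjusted p = 2.59e-04, below all T0 arrays in 3 of 3), though its log2 fold change was -0.85 with scaling to the 75th percentile. With this scaling the sign of Swit_3055 changed, to 0.39 at 2 h from -0.42. The loci from Swit_4887 to Swit_4897 had medians of 0.32, 0.19, -0.13 and 0.15 (adjusted p = 0.556, 0.648, 0.883 and 0.191 by fry). At 6 h dxnA1 (Swit_4897) passed the limits (log2 fold change 1.28, SE 0.41, adjusted p = 0.0197, above all T0 arrays in 2 of 3). Its signal was well above background on 1 DBF array and on no T0 array, so that its bound of 2.40-fold rests on dim signals. Replicate 3 at 6 h decided the call, since without it the log2 fold change was 0.69, and the increase did not pass by the methods' t-test. For dxnA2 (Swit_4896) the log2 fold change at 6 h was 1.19 (adjusted p = 4.95e-04), but no array of either group had a signal well above background.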

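Swit_3865 was 2.25-fold higher at 1 h (log2 fold change 1.17, SE 0.22, adjusted p = 6.84e-04), 2.49-fold at 2 h (adjusted p = 1.91e-04) and 3.41-fold at 6 h (adjusted p = 1.19e-05). For Swit_3864 the increases were 2.10-fold (adjusted p = 3.49e-04), 2.05-fold (adjusted p = 3.57e-04) and 2.21-fold (adjusted p = 1.62e-04), each above all T0 arrays in 3 of 3. The brightest probe of Swit_3864 was under the limit at each of these times (0.64, 0.68 and 0.54), as was that of Swit_3865 at 1 h and 2 h (0.68 and 0.59). Without T0 replicate 2, Swit_3864 was at 0.96 at 1 h and 0.93 at 2 h. Swit_3863 stayed between 0.28 and 0.77 and passed at no time point. In the short exposure the log2 fold changes of Swit_3864 and Swit_3865 were 0.68 and 0.42 (adjusted p = 0.0688 and 0.116), and in the long exposure 0.54 and 0.75 (adjusted p = 0.0856 and 0.0407). Differences between the chemostat and batch were not tested.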

Consistent with the other two growth conditions with DBF, expression of the *paa* cluster was lower in chemostat-grown cells exposed to DBF compared to PHE, which was already detectable after 30 min.

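Of the 15 paa loci from Swit_0748 to Swit_0762, 12 had over 2-fold decreased expression at 30 min, 12 at 1 h, 12 at 2 h and 11 at 6 h. Their median log2 fold change was -1.73, -1.63, -1.65 and -2.11 (adjusted p = 8.95e-09, 2.61e-09, 1.35e-09 and 5.75e-10 by fry). At 30 min Swit_0754 was 7.17-fold lower (SE 0.39, adjusted p = 1.11e-04), Swit_0755 5.93-fold lower (adjusted p = 1.15e-04) and Swit_0753 4.48-fold lower (adjusted p = 8.47e-06), each below all T0 arrays in 3 of 3. By the methods' t-test the decreases of Swit_0749 and Swit_0755 at 30 min did not pass. The brightest probe of Swit_0749 changed by -0.16 at 1 h only, against -1.63 as the mean of its probes. Swit_0756 did not decrease, with 0.87 at 30 min (adjusted p = 0.0170).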

## Discussion

The major objective of this work was to study the global response of *S. wittichii* to exposure to DBF. Although DBF functions as a carbon and energy source for *S. wittichii* its behavior is complex, most of all because of the properties of DBF itself and secondly, because of numerous redundancies in aromatic compound catabolic pathways. In order to study this question, we used two different techniques: microarray analysis of genome-wide gene expression (Johnson et al., 2008, 2011) and genome-wide transposon screening (Langridge et al., 2009). At the low aqueous solubility of DBF we expected that the magnitude of direct gene expression difference would be quite small, as normally the compound’s concentration or more precisely, the compound flux, determines the promoter response (Leveau et al., 1999; Tecon et al., 2006). Moreover, gene induction magnitudes of catabolic pathways have been shown to be maximal during transition phases but level out when cells reach a new equilibrium (Leveau et al., 1999). Finally, the inductive response of a carbon source is dependent on the simultaneous presence of other (possibly more preferred) carbon sources (Duetz et al., 1994). We thus designed three different types of exposure of cells to DBF, all of which necessarily compromised one or other aspect of cellular physiology. In the first (named short exposure in batch) RW1 was grown on PHE as sole carbon and energy source into exponential phase in order to have actively growing cells. At the time of exposure, the cells were rapidly harvested and resuspended in the same medium with PHE or with DBF in order to maximize their potential response to the new carbon source. Although numerous genes including catabolic pathway genes increased expression during exposure to DBF compared to PHE, the cells clearly completely changed their physiology and went through a period of growth delay. Gene expression for central metabolic pathways, such as the TCA cycle, amino acid metabolism, but also for ribosomal proteins, elongation factors, tRNA-synthetases, and cell division was immediately declining. This suggests that the cells exposed to DBF during a short period cannot immediately gain sufficient energy from the available DBF in solution and go through a period of starvation and stress response. However, this experimental condition is still important, because it mimics what might happen when cells are inoculated from laboratory-grown culture into a bioremediation site.

In the second type of experiment (transient exposure in chemostat) RW1 cells were growing continuously under carbon limiting conditions with PHE, in order to make sure they would not suffer energy losses during transition. As a consequence of maintaining carbon limiting conditions, the actual PHE concentration in the medium is very low and the cells were expected to react instantaneously to a newly added carbon source (DBF). Indeed, we observed a clear transient response (Figure 2B) implicating a large number of genes, surprising given the controlled conditions of chemostat operation. Even during these controlled growth conditions, the cells experienced DBF not just as a new carbon substrate but rather as a stress factor, necessitating the immediate differential regulation of specific stress response genes. We detected increased expression of genes for catalases, peroxiredoxins, and glutathione-s-transferases, which form a known strategy for the detoxification of xenobiotics and reactive oxygen species (Dominguez-Cuevas et al., 2006; Dayer et al., 2008). Genes implicated in DNA repair, chaperones, and OmpA-domain containing proteins (a putative sensor of membrane integrity) also increased expression. These responses are similar to what has been observed when exposing *P. putida* KT2440, or *P. putida* DOT-T1E to the aromatic hydrocarbons toluene and pentachlorophenol (Segura et al., 2005; Dominguez-Cuevas et al., 2006; Muller et al., 2007). Both the short exposure to DBF in batch cultures and in chemostat also led to specific differential expression of the RpoD sigma factor and of alternative ECF factors (Table 2). 

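RpoD (Swit_0431) was 3.36-fold lower after the short exposure (log2 fold change -1.75, SE 0.19, adjusted p = 2.06e-04, below all PHE arrays in 3 of 3). For growth on DBF its log2 fold change was -0.87 (adjusted p = 0.00162), under 2-fold, and the effects differed by -0.88 (adjusted p = 0.0101 for the interaction in limma). In the chemostat it changed by -0.71 at 30 min (adjusted p = 0.0241), -0.64 at 1 h (adjusted p = 0.0252), -0.74 at 2 h (adjusted p = 0.00954) and -0.27 at 6 h (adjusted p = 0.308), which is under 2-fold at every time point. From the expression of stress response genes, the paper reasons that cells in the chemostat experienced DBF as a stress factor and not only as a carbon substrate.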

ECF sigma 24 factors have been implicated in the response of cells to perturbations such as extracytoplasmic protein miss folding, heat shock, oxidative or solvent stress (Mecsas et al., 1993; de las Penas et al., 1997; Testerman et al., 2002; Dominguez-Cuevas et al., 2006), and could play an important role in the adaptability of *S. wittichii*, the genome of which codes for 14 different putative ECF sigma 24 factors. Previously, Johnson et al. (2011) reported an increase in expression of two ECF sigma 24 genes (Swit_3836 and Swit_3924) in RW1 upon exposure to water potential decrease by NaCl, the expression of one of which (Swit_3924) also increased during shock exposures of cells to DBF (Table 2). In a similar way, *B. xenovorans* LB400 and *P. putida* KT2440 have been found to induce ECF sigma 24 in response to hydrocarbons such as benzoate and toluene (Denef et al., 2006; Dominguez-Cuevas et al., 2006).

In the third experiment (long exposure in batch) RW1 cells are grown in batch either on PHE, SAL, or on DBF as sole carbon source, and in all cases harvested at the same culture turbidity in exponential phase. Stress response gene transcription under those conditions was not different between DBF or PHE-grown cells, indicating that the cells adapt after a while to metabolize DBF without stress.

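None of the 12 stress response genes of Table 2 of the paper was differentially expressed in the long exposure by limma, while 10 of them were in the short exposure. The log2 fold changes in the long exposure were 0.80 for Swit_0016 (adjusted p = 0.0116), 0.88 for Swit_0847 (adjusted p = 0.00112), 0.76 for Swit_4209 (adjusted p = 0.0169) and 0.65 for Swit_2245 (adjusted p = 0.00403). The increases of these 4 genes had an adjusted p under 0.05 but were under 2-fold. Those of Swit_3979, Swit_3982, Swit_4092, Swit_5282 and Swit_5311 were 0.43, 0.05, -0.17, 0.17 and 0.29 (adjusted p = 0.0338, 0.789, 0.236, 0.319 and 0.534). With scaling to the 75th percentile Swit_0847 (1.19), Swit_3730 (1.20), Swit_3743 (1.15) and Swit_4209 (1.12) passed the limits. From the absence of a difference in stress response genes between growth on DBF and PHE, the paper reasons that cells adapt after a while to metabolize DBF without stress.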

Perhaps surprisingly, in the light of typical linear pathway thinking from work on catabolic pathways in pseudomonads, expression of pathways for aromatic compound metabolism even with a single compound (DBF) involved a myriad of possibilities. This suggests, first of all, that *S. wittichii* has an extreme redundancy in its use of aromatic compound metabolism (Figure 4). This was evident from the finding that actually very few transposon insertions completely abolished growth on DBF (Table 1; Table S2 in Supplementary Material). Secondly, the pathways seem to operate under distinct growth conditions and, not unlikely, in temporarily different stages (Table 1; Table S2 in Supplementary Material). 

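In the long exposure the median log2 fold change was 0.28 for the genes Swit_1860 and Swit_1861 (adjusted p = 0.292 by fry), with Swit_1860 at -0.10 (adjusted p = 0.570), against 2.54 after the short exposure (adjusted p = 0.00101 by fry). For Swit_1860 the exposures differed by 2.47 (adjusted p = 2.30e-04 for the interaction in limma). In the chemostat as a group these genes passed at 30 min and 1 h (adjusted p = 0.0445 and 0.00869) and not at 2 h or 6 h (adjusted p = 0.695 and 0.256). Swit_3866 was 2.34-fold lower at 2 h than at T0 (log2 fold change -1.22, SE 0.21, adjusted p = 2.57e-04, below all T0 arrays in 3 of 3). With normexp background its log2 fold change was -0.86. Between cells grown on DBF and PHE, Swit_3866 changed by 0.79 (adjusted p = 0.0201), and by 1.09 and past the limit with scaling to the 75th percentile.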

Among the few exceptions to this were two clusters (Swit_1847–1852, Swit_1860–1861), to a lesser extent Swit_2634–2636 (benzoate dioxygenase), and Swit_3864–3866 (homogentisate dioxygenase) that were always expressed higher in presence of DBF, irrespective of the growth conditions. In contrast, increased expression of the typical *dxn* genes discovered so far was only detectable during growth on DBF, but not in the two other conditions. This situation of pathway parallelism is analogous to the existence of three different pathways for benzoate metabolism in *Burkholderia xenovorans*, that can operate under different conditions in degradation of (polychlorinated) biphenyls and chlorobenzoates (Denef et al., 2006).

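Swit_4930 was 2.04-fold higher after the short exposure (log2 fold change 1.03, SE 0.26, adjusted p = 0.0180, above all PHE arrays in 3 of 3), which did not hold under most alternatives, as with scaling to the 75th percentile (0.54) or without PHE replicate 2 (0.78). In the chemostat dbfB (Swit_4902) was 2.17-fold lower at 1 h (SE 0.26, adjusted p = 0.00403) and 2.20-fold lower at 2 h (adjusted p = 0.00291), below all T0 arrays in 3 of 3. With scaling to the 75th percentile its log2 fold change was -0.59 at both times, under the fold limit. The loci from Swit_4922 to Swit_4925 had a median log2 fold change of -0.72 after the short exposure (adjusted p = 0.0470 by fry) and -0.21 to -0.78 in the chemostat. There the adjusted p by fry was 0.403 at 30 min, 0.00955 at 1 h, 0.00409 at 2 h and 0.00408 at 6 h.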

**Figure 4:**
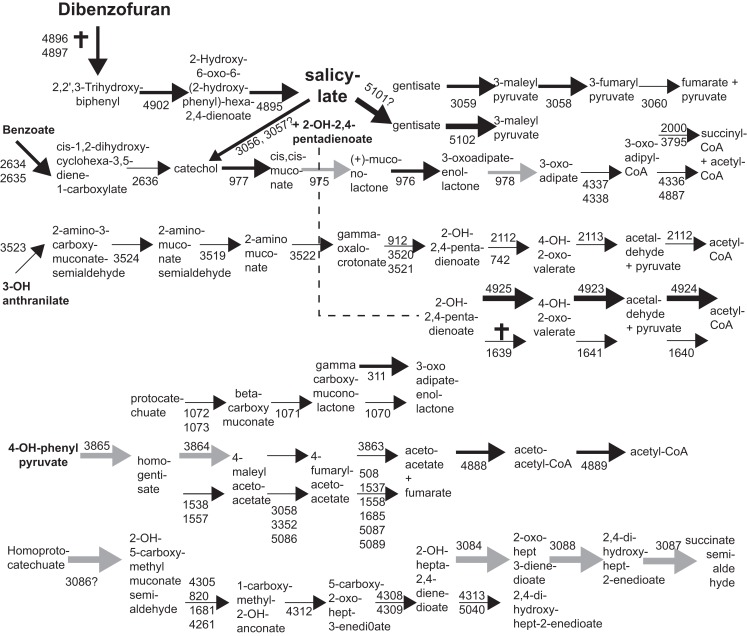
**Compilation of possible encoded aromatic compound degradation pathways in *S. wittichii* RW1 with relevance to either DBF or SAL metabolism**. Numbers below arrows correspond to gene names (e.g., Swit_5101). Thick arrows indicate gene induction during growth on SAL or DBF compared to PHE. Gray arrows point to induction on SAL only. Crosses indicate genes in which no transposon insertions were found after 50 generations growth on DBF. Pathway predictions were done using KEGG and NCBI.

Which genes can we finally conclude are “implicated” in DBF degradation? Although SAL has been postulated as an intermediate for DBF degradation, the pathway that is most highly and specifically expressed during SAL growth (Swit_3086–3095) is not particularly induced during DBF growth (Table 1; Figure 4; Table S2 in Supplementary Material). More likely are two pathway branches that would lead to gentisate from SAL (Swit_5101/5102) or to catechol (Swit_3056/3057, Figure 4). Both these gene groups are induced on DBF, although their precise function cannot be sufficiently predicted from sequence comparisons only. 

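On DBF, Swit_3057 was 2.05-fold higher than on PHE (log2 fold change 1.03, SE 0.15, adjusted p = 0.00164) and Swit_3056 1.98-fold (log2 fold change 0.98, SE 0.13, adjusted p = 0.00119), the latter just under the fold limit. Both were above all PHE arrays in 3 of 3 DBF arrays. Single arrays decided both calls, since without PHE replicate 1 the log2 fold change was 0.99 for Swit_3057 and 1.03 for Swit_3056, and the increase of Swit_3057 did not pass by the methods' t-test. The loci Swit_5101 and Swit_5102 together had a median increase of 13.2-fold (adjusted p = 0.0150 by fry).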

The other major metabolite formed from DBF is 2-hydroxy-2,4-pentadienoate, which could be further processed to acetyl-CoA through activity of the enzymes encoded by the Swit_4923–4925 cluster (Figure 4). 

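Expression of Swit_4924 and Swit_4925 was 10.2-fold and 11.5-fold higher in cells grown on DBF than on PHE (log2 fold changes 3.35 and 3.52, SE 0.22 and 0.25, adjusted p = 1.03e-04 and 1.48e-04), above all PHE arrays in 3 of 3. The short and long effects differed by -4.43 for Swit_4924 (adjusted p = 3.42e-05) and -4.10 for Swit_4925 (adjusted p = 1.04e-05) in the interaction test. Cells grown on SAL and transposon insertions were not analysed here.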

Although Swit_4923–4925 were higher transcribed on DBF but not on SAL, they do not seem to be essential for growth on DBF, since transposon insertions were detected in all of them. At least three alternative pathways seem to be encoded on the RW1 genome (Figure 4), and, interestingly, transposon insertions in one of those genes (Swit_1639) were never recovered. This suggests that the Swit_1639–1641 pathway is somehow important, although the genes are not specifically transcribed to higher levels during growth on DBF compared to SAL or PHE. It is also possible that bioinformatic functionality predictions here are incorrect because of confusion and close sequence homology between the paralogous enzymes 4-oxalocrotonate-decarboxylase and 2-hydroxy-2,4-pentadienoate hydratase (Figure 4). 

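The log2 signal of Swit_1639 was 5.59 ± 0.26 (SD, n = 3) on DBF and 4.78 ± 0.25 (SD, n = 3) on PHE (log2 fold change 0.82, SE 0.17, adjusted p = 0.00847, above all PHE arrays in 3 of 3), under the fold limit, with probes that disagreed (-0.57 and 2.20). It was 1.04 and past the limit with scaling to the 75th percentile. Swit_1641 changed by 0.11 (adjusted p = 0.632), and the probes of Swit_1640 are shared with Swit_2112. Over the measured loci from Swit_1639 to Swit_1644 the median log2 fold change was 0.12 (adjusted p = 0.139 by fry), with none past the limits. Cells grown on SAL were not analysed here.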

Growth on SAL alone leads to increased expression of a different set of metabolic pathway genes than on DBF, suggesting different intermediate processing via homoprotocatechuate and/or 4-hydroxyphenylpyruvate (Figure 4). Such pathways, however, are currently incomplete with no known links between SAL and homoprotocatechuate.

In conclusion, we find that the DBF “metabolome” in *S. wittichii* is surprisingly complex with numerous parallel and redundant branches. The strategy of parallelism and redundancy may have specific ecological advantages in certain niches with perhaps multiple structurally similar substrates, but may be too costly to maintain competitively in environments with abundance of singular substrates that may favor bacteria with single pathway induction. Possibly, the parallelism and redundancy suggested by our “population” data suggest are in reality split across individual cells with a high degree of metabolic heterogeneity.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at http://www.frontiersin.org/Microbiotechnology,_Ecotoxicology_and_Bioremediation/10.3389/fmicb.2012.00300/abstract

How the deposited data were processed for this re-analysis (not part of the article)

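Gene expression of strain RW1 was measured on 28 one-colour Agilent arrays of 9 conditions in 3 experiments. The short exposure has 3 arrays of cells resuspended with PHE and 3 with DBF, the long exposure has 3 arrays of cells grown on PHE and 3 on DBF, and the chemostat has 4 arrays before DBF was added (T0) and 3 each at 30 min, 1 h, 2 h and 6 h. Conditions were taken from the labels of the samples.

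The authors deposited the scanner output of each array, whose values are the background-subtracted intensity of each spot, not normalized between arrays. They also deposited a table of normalized log2 values per gene, which has a median of 0 for each gene within each experiment, so that it holds differences within an experiment only. Its log2 fold changes could be used as an alternative, but not for clustering over experiments.

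From the deposited intensities, signals under 1 were set to 1, spots marked as outliers by the extraction software were left out, log2 intensities were quantile normalized over all 28 arrays, and the probes of a gene were averaged. Probes of other organisms and control spots were left out. The 21 genes whose probes are shared between loci were kept under a joint name.

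Comparisons were DBF against PHE in the short and in the long exposure and each chemostat time point against T0. Each experiment was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes, and a gene was differentially expressed with an adjusted p under 0.05 and a fold over 2. The difference of the DBF effect between the short and the long exposure was tested as an interaction in limma. The 18 gene clusters that the paper names (paa with 2 extents, one inside the other) were tested with fry of limma. Conditions were clustered with average linkage and 1 minus Pearson's r. Tables were handled with data.table 1.17.8 and jsonlite 2.0.0, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

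Genes named in the text were chosen by a rule. They are every locus that the text, Table 1 or Table 2 of the paper names, and for the short exposure, the long exposure and the chemostat at 2 h the 3 genes with the largest increase and the 3 with the largest decrease. The latter were taken among differentially expressed genes that the paper does not name, with every DBF array beyond every control array and a signal well above background on every array of the brighter group.

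The share of probes well above background was 88.6% to 97.6% per array in the short exposure, 93.6% to 96.3% in the long exposure and 69.3% to 88.9% in the chemostat, which limits the chemostat values of weakly expressed genes most. Probes of other organisms also passed this mark on most arrays, so that it does not by itself show a transcript. Where no array of the dimmer group was well above background, and dim signals lay under the lowest that was, a fold is given as a lower bound.

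The procedure was tested on simulated data with 200 changed genes, all changed clearly over 2-fold. Noise was independent between genes and had the same SD in DBF and control arrays, so that changes near the limit and unequal spread were not tested. By limma, 93.5% of them were recovered in the short exposure, 98.5% in the long exposure and 97.0% to 99.0% in the chemostat, with at most 9 false calls. The methods' t-test recovered 57.5% to 87.0%. For the interaction 93.4% were recovered and 7.58% of the calls were false.

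Alternatives tried were scaling to the 75th percentile, quantile normalization within each experiment, a normexp background with an offset of 50 (on the median signal of the spots), the deposited normalized values, the median over probes, the brightest probe, dim probes left out, outlier spots kept, the methods' t-test, no fold limit, a ratio of arithmetic means, slide block, replicate block, one fit over all 28 arrays, only the T0 arrays and those of the time point, each array left out, and other distances, linkages and gene sets for the clustering. The deposited normalized values with the methods' t-test were added after the data had been seen.

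Cells grown on SAL, transposon insertions and COG classes were not analysed here. Gene groups by product name and shares by replicon were not computed, because no annotation of the genome was used here.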

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

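The test of genes measured by a single probe and the sorting of the splits by the grouping they kept were chosen only after the result was seen.

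Among the T0 arrays, single values lay far from the other three arrays. Replicate 1 had a log2 signal of 8.75 for Swit_0754, and replicate 2 had 6.33 for Swit_3609 and 6.44 for Swit_4209. Chance gives about 1 in 20 groups of 4 such a value. Of all 5335 genes, 248 (4.65%) had one, and 29.4% of these fell on the array with most of them (62, 63, 50 and 73 over the arrays), which argues against one aberrant T0 array. The calls of these 3 genes were unchanged without the array. The median signal of the probes of other organisms was 11.9 on T0 replicate 2, also apart from the other arrays, and its cause was not tested. The design gives no biological explanation for a single replicate, so that none was tested.

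The effect of DBF differed between the short and the long exposure for 1110 genes in the interaction test. Without control replicate 2 of the short exposure, which had a raised background, the number was 1234, and with each experiment normalized by itself 947, both within 1.5 times, which argues against these as the cause of the whole number. Of 100 splits of the arrays within both experiments, 6 gave as many genes (the real one included). The other 5 all kept the real grouping of the short exposure, whose effect thus stayed in, so that they do not show what chance gives. The 82 splits that kept neither grouping gave 0 genes each. They mix DBF and control arrays within a group, so that the effect of DBF adds to the spread. These splits therefore do not show what chance gives either. The exposures differ in length and in the state of the cells, and in slides and extraction version, so that biological and technical sources of a difference between experiments stay open.

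Expression of 6 genes changed in opposite directions. The short minus long log2 fold change was -3.09 for Swit_1286 (adjusted p = 0.00104), 3.67 for Swit_3240 (adjusted p = 2.4e-06), 5.59 for Swit_3241 (adjusted p = 6.22e-07), 4.12 for Swit_3242 (adjusted p = 3.85e-06), 2.72 for Swit_3341 (adjusted p = 3.07e-04) and -4.43 for Swit_4924 (adjusted p = 3.42e-05). All but Swit_4924 were picked after their values were seen. The decrease of Swit_4924 in the short exposure (log2 fold change -1.08, adjusted p = 0.0480) did not pass the limits without any 1 of the 6 arrays (log2 fold change of Swit_4924, short exposure, -0.69 without DBF replicate 3), while its sign was kept under all alternatives. Swit_3240, Swit_3241 and Swit_3242 rose in the short exposure (log2 fold changes 2.47, 3.80 and 2.97) and decreased in the long exposure (-1.20, -1.78 and -1.15).

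Large changes were found for genes that the paper does not name. In the short exposure the log2 fold change was 6.93 for Swit_3722, 6.56 for Swit_3721 and 6.40 for Swit_2325, and -5.81 for Swit_1327, -5.58 for Swit_1328 and -5.56 for Swit_0083. In the long exposure it was 3.26 for Swit_0689, 3.24 for Swit_0703 and 2.74 for Swit_4904/Swit_5096, and -3.36 for Swit_0714, -2.92 for Swit_3838 and -2.44 for Swit_4696. In the chemostat at 2 h it was 3.84 for Swit_3721, 3.33 for Swit_3729 and 3.21 for Swit_2324, and -4.66 for Swit_3373, -3.79 for Swit_0610 (at least 5.98-fold lower, since the DBF signal was not well above background) and -3.72 for Swit_1345. All 18 changes (Swit_3721 stands in 2 comparisons) passed the limits in the same direction under the 4 other normalizations, which argues against the normalization as the cause. Of these, 9 are of genes measured by more than 1 probe, and for all 9 each probe changed over 2-fold in the same direction. For the 9 changes measured by 1 probe, a single probe of the gene and a change of the transcript cannot be told apart. A response to DBF may stand behind these changes, as a hypothesis found and tested on the same arrays. In batch, DBF was given in place of PHE, so that responses to DBF and to the absence of PHE cannot be told apart there.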

How the results depend on the processing

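The settings were chosen before the data were examined, except the deposited normalized values with the methods' t-test, which were chosen after seeing the data.

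With normexp background 566 genes were differentially expressed in the short and 182 in the long exposure, and 214, 369, 415 and 406 in the chemostat at 30 min, 1 h, 2 h and 6 h, 569 at any and 141 at all time points. Then 87 genes were found in all experiments, 300 in the short exposure and the chemostat, 134 in both batch exposures and 98 in the long exposure and the chemostat. The offset of 50 added to every signal makes the log2 fold changes of dim genes smaller. Its share in the lower numbers was not tested apart from the background subtraction.

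With the methods' t-test the numbers were 664 and 117 in batch, 150, 415 and 485 at 30 min, 1 h and 6 h, 45 at all time points and 15 in all experiments, with overlaps of 357, 41 and 29. With the deposited normalized values and the methods' t-test they were 620, 116, 148, 411 and 454, then 910 at any and 46 at all time points, 16 in all experiments and overlaps of 334, 38 and 24. On simulated data this t-test recovered fewer genes than limma (57.5% against 93.5% in the short and 87.0% against 98.5% in the long exposure). These data had the same SD in DBF and control arrays and no changes near the fold limit. They therefore cannot show why the drop was larger in the long exposure.

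Without the fold limit the numbers were 1927 in the long exposure, 840, 1619, 2004 and 2181 in the chemostat, 2907 at any and 619 at all time points, 696 in all experiments and 1251, 965 and 1162 for the overlaps, since a limit was taken away. The interaction with scaling to the 75th percentile gave 729 genes, and the cause was not tested. The clustering put 1 batch condition on the chemostat side with Euclidean distance and 1 with Ward's linkage, and 3 batch conditions stood with the T0 control with the differentially expressed genes only.

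Under the remaining settings these numbers stayed within 1.5 times. The genes in the long exposure and the chemostat without the short exposure did not, with 30 before and 57 with scaling to the 75th percentile. Leaving out each array gave 1105 to 1194 genes in the short exposure, 399 to 563 in the long exposure, 334 to 446 at 30 min, 656 to 838 at 1 h, 873 to 1006 at 2 h and 953 to 1144 at 6 h. It gave 1288 to 1477 at any and 228 to 320 at all time points, 178 to 277 in all experiments, 645 to 700, 286 to 414 and 206 to 313 for the overlaps, 740 to 1234 for the interaction (740 without PHE replicate 3 of the long exposure), 58 to 66 clusters past the limit over all comparisons and 0 to 0 batch conditions out of place.

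Replicate numbers were not taken to pair the samples. Arrays of the same number correlated with r of -0.08 to 0.27 in the short exposure, and in the chemostat with a median of 0.11 (-0.31 to 0.42, 15 of 30 over 0.1) against -0.05 for others, so that a weak pairing there is left open. With the replicate block the numbers were 1219 in the short and 457 in the long exposure, 383, 725, 892 and 974 in the chemostat, and with the slide block 454 in the long exposure.

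Of 598 values of single genes, 245 were past the limits. Over all settings 16145 values were computed, of which 15406 stayed on their side of the limits, 553 were no longer past them, 184 newly passed and 2 changed direction with a value past the limits. Direction was not counted for values past the limits in neither setting. The 2 were Swit_3608 in the short exposure (-0.19 by its brightest probe) and Swit_4894 at 2 h (1.04 by its brightest probe), and the cause was not tested. The methods' t-test took 104 values below the limits, normexp background 88 and the brightest probe 53.

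Gene groups by product name and shares by replicon were not run, because no annotation was used. The slide block was not run for the short exposure, which has 1 slide. The signal over background limits the chemostat most, where 63 of the genes with decreased expression at 6 h had no DBF signal well above background.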

Differences from the paper's values

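Of the short exposure, the paper's number of differentially expressed genes is 525, against 1186 here. The paper's numbers in the chemostat are 154 at 30 min (408 here), 415 at 1 h (733 here) and 465 at 6 h (1024 here). Among the alternatives set before the data were examined, these 4 numbers came within 1.5 times of the paper's with normexp background (566, 214, 369 and 406) and with the methods' t-test (664, 150, 415 and 485), and under none of the other settings. The deposited normalized values with the methods' t-test, a setting chosen after seeing the values, gave 620, 148, 411 and 454.

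For genes at all chemostat time points the paper's number is 48, with 2 increased and 46 decreased, against 290, 109 and 181 here. Of the settings made before the data were examined only the methods' t-test came within 1.5 times (45, 3 and 42), and the deposited normalized values with the methods' t-test, chosen after seeing the values, gave 46, 2 and 44.

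In all experiments the paper's number is 109 and that here 209, and in the short exposure and the chemostat without the long exposure the paper's 205 stands against 470. With normexp background these were 87 and 213, and no other setting came within 1.5 times. For the long exposure and the chemostat without the short exposure the paper's number is about 56 in Fig. 1B, read by eye, against 30 here. Within 1.5 times were scaling to the 75th percentile (57), quantile normalization within each experiment (42), the deposited normalized values (49), the median over probes (47) and the brightest probe (57), and the other settings were not.

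For dxnC (Swit_4894) in the long exposure the paper's text gives up to 6 times higher expression, an upper limit, and here it was 2.36-fold, with no setting within 1.5 times. For the motility genes the paper's range is from 2 to 5 fold lower, and here it is 3.14 to 9.67. The lower end came within 1.5 times of the paper's with quantile normalization within each experiment (2.89), normexp background (1.73), the deposited normalized values (2.89) and the brightest probe (2.18), and not with the others, and the upper end under no setting.

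Of the 25 loci compared in Table 2, 16 differed over 1.5-fold in the column headed DBF/PHE and 16 in that headed DBF shock. The paper's folds for the long and the short exposure, with those of this re-analysis in parentheses, are for Swit_0016 0.99 and 1.75 (here 1.74 and 1.03), Swit_2245 3.1 and 1.56 (here 1.57 and 3.02), Swit_3730 206.5 and 1.87 (here 1.90 and 158), Swit_3741 28.84 and 1.6 (here 1.59 and 22.1), Swit_3743 102.54 and 1.83 (here 1.86 and 83.6), Swit_3979 2.46 and 1.35 (here 1.34 and 2.50). They are for Swit_3982 3.25 and 1.05 (here 1.03 and 3.30), Swit_4209 3.56 and 1.82 (here 1.69 and 3.60), Swit_5282 2.2 and 1.12 (here 1.13 and 2.27), Swit_5311 2.91 and 1.27 (here 1.22 and 2.82), Swit_0001 0.25 and 0.68 (here 0.687 and 0.264). For the remaining loci they are Swit_4903 1.26 and 10.5 (here 8.98 and 1.28), Swit_0431 0.29 and 0.54 (here 0.549 and 0.297), Swit_1325 0.09 and 0.53 (here 0.529 and 0.100), Swit_1358 0.02 and 0.27 (here 0.304 and 0.0299) and Swit_3924 10.36 and 2.26 (here 2.22 and 8.23). Under the alternatives set before the data were examined that change the folds, 16 to 20 loci differed in the first and 12 to 16 in the second of these columns, so that none of them removed these differences. With the 2 columns exchanged, a comparison chosen after seeing the values, 0 of the 25 loci differed in either, and of the bold folds in them only that of Swit_5075 for the long exposure did not pass.

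Folds that the paper prints in bold as significant did not pass here for 4 of 31 in the batch columns of Table 1, for 1 of 36 and 3 of 55 in the chemostat columns of Tables 1 and 2, and for 15 of 25 in the batch columns of Table 2 as headed. Swit_1759 in the short exposure (log2 fold change 0.96) passed by the brightest probe, with no fold limit and by the ratio of arithmetic means. Swit_3056 in the long exposure (0.98) passed with quantile normalization within each experiment, with the deposited normalized values, with no fold limit and with the deposited normalized values with the methods' t-test, which were chosen after seeing the values, and in the short exposure (0.88) with no fold limit. Swit_3086 in the short exposure (0.99) passed by the median over probes and with no fold limit. Swit_3741 at 30 min (1.24, adjusted p = 0.0508) passed with the deposited normalized values, with dim probes left out, with one fit over all 28 arrays and with only the T0 arrays and those of the time point. Swit_3743 at 6 h (1.65, adjusted p = 0.103) passed with one fit over all 28 arrays. Swit_3087 at 1 h (1.04, adjusted p = 0.275) and Swit_3743 at 1 h (1.55, adjusted p = 0.151) passed under none of these settings, and the latter passed without replicate 2 at 1 h (2.33).

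In the column of Table 2 headed DBF/PHE the 14 bold folds that did not pass in the long exposure were those of Swit_0847, Swit_2245, Swit_3730, Swit_3741, Swit_3743, Swit_3979, Swit_3982, Swit_4209, Swit_5282, Swit_5311, Swit_0001, Swit_5075, Swit_0431 and Swit_1325, and in that headed DBF shock that of Swit_4903 did not pass in the short exposure. With scaling to the 75th percentile Swit_0847, Swit_3730, Swit_3743, Swit_4209, Swit_5075 and Swit_1325 passed. With the deposited normalized values Swit_0847, Swit_4209 and Swit_5075 did, and with quantile normalization within each experiment the first 2 of these. By the median over probes Swit_4209, Swit_5075 and Swit_0431 passed, and by the brightest probe Swit_3743 and Swit_0431. With no fold limit Swit_0847, Swit_2245, Swit_3979, Swit_4209, Swit_5075, Swit_0431 and Swit_1325 passed, and the remaining 6 of the 15 passed under none of these settings.

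The paper's clustering in Fig. 1A places the short exposure to DBF with the chemostat, which here was found with Euclidean distance or Ward's linkage. With the differentially expressed genes alone it stood with the chemostat conditions after DBF was added, but the T0 control stood with the other batch conditions. The paper states that Swit_3864 to Swit_3866 and the genes Swit_1860 and Swit_1861 were higher with DBF in all conditions, and here Swit_3866 had a log2 fold change of -1.22 at 2 h and Swit_1860 of -0.10 in the long exposure. It has RpoD changed in the chemostat, and here Swit_0431 stayed under 2-fold at each time point, with -0.74 at 2 h.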

Other observations

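The test of the columns of Table 2 was chosen only after the result was seen.

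Splits of the arrays into other groups were counted for each number of genes. In the short and in the long exposure 1 of 10 splits, the real one, gave as many genes, and 10 splits cannot exclude chance. In the chemostat 1 of 35 splits, the real one, did so at 30 min, 1 h, 2 h and 6 h. The next largest numbers were 208, 488, 631 and 646 genes. For the numbers at any and all time points, in all experiments and for the clusters it was 1 of 100 regroupings. Thus no other grouping tried gave as many. These other groupings mix DBF and control arrays, so that the effect of DBF adds to the spread, and they do not exclude chance.

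Control replicate 2 of the short exposure had a raised background, with a median of 229 for the probes of other organisms. Without this array 1194 genes were differentially expressed in the short exposure, which argues against the raised background as the source of the number. The slide was tested in the chemostat, where 1348 genes were found at any time point with the slide as a block.

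Fold changes in Table 2 of the paper were set against these arrays. The column headed DBF/PHE correlated with the short exposure with r = 0.999, and the column headed DBF shock with the long exposure with r = 0.998. As headed the correlations were 0.563 for DBF/PHE and 0.545 for DBF shock, while in Table 1 they were 0.994 and 0.999 as headed. An exchange of these columns in print may explain this.

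Genes changed in runs of neighbouring loci. The longest run was 15 loci with raised signal (Swit_3719 to Swit_3733) and 27 with lowered signal (Swit_1332 to Swit_1358) in the short exposure, 7 (Swit_4888 to Swit_4894) and 13 (Swit_1346 to Swit_1358) in the long exposure, and 15 (Swit_3719 to Swit_3733) and 24 (Swit_1335 to Swit_1358) in the chemostat at 2 h. In 1000 random orders of the genes the longest were 6, 9, 4, 4, 6 and 6, which argues against a chance order. Transcription in operons may stand behind the runs, and was not tested.

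The short exposure lasted 30 min. Across genes its log2 fold changes correlated with the chemostat at 30 min with r = 0.662, at 1 h with 0.652, at 2 h with 0.679 and at 6 h with 0.637, and 2 h was highest in 27 of 28 runs without 1 array. Equal time of exposure and other sources cannot be told apart by this, since the values lie close together. Divided by the reliability of the responses, the correlation was 0.762 at 30 min, 0.712 at 1 h, 0.734 at 2 h and 0.687 at 6 h, with 30 min highest in 28 of 28 runs without 1 array, so that smaller changes and thus more noise at 30 min may explain the lower value there.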
